# Direct contribution of skeletal muscle mesenchymal progenitors to bone repair

**DOI:** 10.1038/s41467-021-22842-5

**Published:** 2021-05-17

**Authors:** Anais Julien, Anuya Kanagalingam, Ester Martínez-Sarrà, Jérome Megret, Marine Luka, Mickaël Ménager, Frédéric Relaix, Céline Colnot

**Keywords:** Bone, Mesenchymal stem cells

## Abstract

Bone regenerates by activation of tissue resident stem/progenitor cells, formation of a fibrous callus followed by deposition of cartilage and bone matrices. Here, we show that mesenchymal progenitors residing in skeletal muscle adjacent to bone mediate the initial fibrotic response to bone injury and also participate in cartilage and bone formation. Combined lineage and single-cell RNA sequencing analyses reveal that skeletal muscle mesenchymal progenitors adopt a fibrogenic fate before they engage in chondrogenesis after fracture. In polytrauma, where bone and skeletal muscle are injured, skeletal muscle mesenchymal progenitors exhibit altered fibrogenesis and chondrogenesis. This leads to impaired bone healing, which is due to accumulation of fibrotic tissue originating from skeletal muscle and can be corrected by the anti-fibrotic agent Imatinib. These results elucidate the central role of skeletal muscle in bone regeneration and provide evidence that skeletal muscle can be targeted to prevent persistent callus fibrosis and improve bone healing after musculoskeletal trauma.

## Abstract (web summary)

Bone regeneration involves activation of tissue resident stem cells. Here the authors show that mesenchymal progenitors from skeletal muscle mediate the fibrotic response to bone injury and also contribute to bone repair; processes that are impaired when both muscle and bone are injured.

## Introduction

Bone regeneration begins with an inflammatory response, the formation of a fibrous callus and the deposition of cartilage and bone tissues that are then remodeled to reconstitute the initial shape and function of the injured bone. Skeletal stem/progenitor cells activated by the bone injury differentiate into chondrocytes preferentially in the center of the callus where endochondral ossification occurs through the replacement of cartilage by bone^1,2^. At the callus periphery where bone forms via intramembranous ossification, skeletal stem/progenitor cells differentiate directly into osteoblasts. Several sources of skeletal stem/progenitor cells for bone repair have been identified including the bone marrow and the periosteum, which covers the outer surface of bone^3–7^. Other reports have pointed at the contribution of surrounding tissues such as skeletal muscle^8–11^. The role of intact skeletal muscle around bone is essential for bone repair as soft tissue damage is often associated with impaired healing and skeletal muscle coverage can improve bone healing clinically. Yet, the underlying mechanisms are still unknown^12–15^. The presence of bone forming cells in skeletal muscle has been suspected since Urist reported that bone formation could be induced within skeletal muscle^16,17^. Although skeletal muscle stem cells, or satellite cells, have osteochondrogenic potential in vitro and are required for bone repair through their paracrine functions, in vivo investigations revealed a poor osteochondrogenic potential of the myogenic lineage during bone repair^8,11,18^. We sought to explore other cell populations within the skeletal muscle interstitium, containing fibro/adipogenic progenitors (FAP)/mesenchymal progenitors (MP). These cell populations from the skeletal muscle interstitium are known to support skeletal muscle regeneration and become the source of persistent adipose and fibrotic tissues in pathological conditions such as muscular dystrophy^19–23^. In this work, we characterize Prx1-derived skeletal muscle MP participating in cartilage and bone formation during bone repair and investigate their function in a mouse polytrauma model of concomitant injury to bone and adjacent skeletal muscle. Using single-cell RNA sequencing (scRNAseq) analyses of Prx1-derived skeletal muscle MP at d3 and d5 post-injury, we uncover that the initial fibrotic response mediated by skeletal muscle MP and their commitment to the chondrogenic lineage in the fracture callus are impaired following polytrauma. Furthermore, in the polytrauma environment, skeletal muscle surrounding bone is the source of persistent callus fibrosis that can be decreased with Imatinib to improve bone repair.

## Results

### Skeletal muscle participates in bone repair

To elucidate the tissue origins of skeletal stem/progenitor cells, we co-transplanted Tomato-labeled EDL (*Extensor Digitus Lengus*) muscle and GFP-labeled periosteum grafts at the tibial fracture site of wild type hosts. We observed simultaneous contribution of skeletal muscle-derived and periosteum-derived cells to cartilage and bone within the callus (Fig. 1a). To confirm that the cellular contribution of skeletal muscle was physiological, we transplanted EDL muscle from *GFP-actin* mice in a wild type host and allowed complete regeneration of the transplanted EDL muscle for one month prior to tibial fracture. We observed similar contribution of skeletal muscle-derived cells to cartilage and bone within the fracture callus (Supplementary Fig. 1a). Quantification of GFP+ EDL-derived cells revealed that skeletal muscle-derived cells mainly contribute to cartilage in the center of the callus, indicating specific involvement in the endochondral ossification process (Supplementary Fig. 1b).

**Fig. 1:**
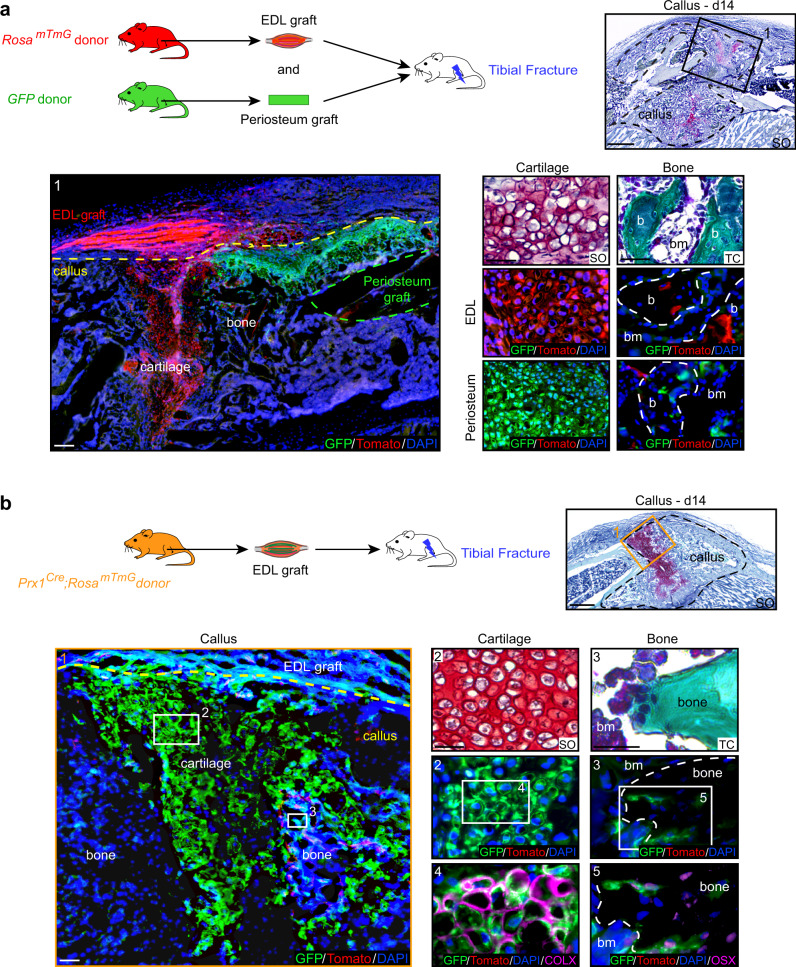
Skeletal muscle is a source of chondrocytes and osteoblasts during bone repair. **a** Top left, Experimental design of combined grafting of periosteum from *GFP-actin* mice and EDL muscle from *Rosa*^*mTmG*^ mice at the site of non-stabilized tibial fracture in wild type hosts. Top right, Longitudinal section of the fracture callus (delimited by a black dotted line) at 14 days post-fracture and stained with Safranin’O (SO). Bottom left, Enlarged view of boxed region 1 on adjacent section counterstained with DAPI. EDL skeletal muscle graft outside the callus and skeletal muscle-derived cells within the callus (Tomato+ signal, callus delimited by a yellow dotted line). Periosteum graft (delimited by a green dotted line) and periosteum-derived cells within the callus (GFP+ signal). Bottom right, High magnification of cartilage and bone (b) derived from the EDL muscle graft (red) or from the periosteum graft (green) stained with SO and Masson’s Trichrome (TC) and adjacent sections counterstained with DAPI (bone delimited by a white dotted line). **b** Top left, Experimental design of EDL muscle from *Prx1*^*Cre*^*;Rosa*^*mTmG*^ mice grafted at the site of tibial fracture in wild type hosts. Top right, Longitudinal section of fracture callus (delimited by a black dotted line) at 14 days post-injury and stained with SO. Bottom left, Enlarged view of boxed region 1 on adjacent section counterstained with DAPI. EDL muscle graft outside the callus and skeletal muscle-derived cells within the callus (GFP+ signal, callus delimited by a yellow dotted line). Bottom right, Enlarged view of cartilage (box 2) and bone (box 3) derived from the EDL muscle graft stained with SO and TC. High magnifications of boxed regions 4 and 5 immunostained with COLX and OSX antibodies (magenta, bone delimited by a white dotted line). Scale bar: low magnification = 200 μm, high magnification = 50 μm for cartilage and 25 μm for bone. bm bone marrow. DAPI in blue, GFP in green, Tomato in red. Representative images of three distinct samples.

To identify the cartilage and bone forming cells derived from skeletal muscle, we first investigated the myogenic lineage by inducing a tibial fracture in *Pax7*^*CreERT2*^*;Rosa*^*mTmG*^ mice or transplanting EDL muscle from *Pax7*^*CreERT2*^*;Rosa*^*mTmG*^ mice at the fracture site of wild type hosts. GFP+ cells were not detected within the callus demonstrating the lack of physiological contribution of the myogenic lineage (Supplementary Fig. 2). All skeletal stem/progenitor cells forming cartilage and bone in the fracture callus are derived from the Prx1-labeled mesenchymal lineage that marks bone marrow stromal/stem cells and periosteal cells, and is distinct from the Pax3/Pax7-labeled myogenic lineage^5,24^. Transplantation of EDL muscle grafts from *Prx1*^*Cre*^*;Rosa*^*mTmG*^ donors into wild type hosts showed that skeletal muscle also contains MP providing chondrocytes and osteoblasts for bone repair, and strictly derived from the Prx1 mesenchymal lineage (Fig. 1b). The Prx1-derived MP started migrating from skeletal muscle adjacent to bone towards the center of the callus between days 5 and 7 post-fracture and were detected within cartilage from day 7 and within bone until day 21 (Supplementary Fig. 3a). This recruitment of MP from skeletal muscle was triggered by the bone injury since we did not detect GFP+ Prx1-derived cells migrating outside the transplanted muscle in the absence of fracture (Supplementary Fig. 3b). To further confirm the presence of Prx1-derived MP within skeletal muscle, we showed that mononucleated cells isolated from *Prx1*^*Cre*^*;Rosa*^*mTmG*^ hindlimb muscles free of fascia, tendon and fat, and transplanted in wild-type host, were able to integrate into the callus and form cartilage and bone (Supplementary Fig. 3c). Cultured GFP+ Prx1-derived skeletal muscle cells exhibited osteogenic, adipogenic, chondrogenic, and fibrogenic potentials but no myogenic potential, and expressed fibro-mesenchymal, pericyte and tenocyte markers (Supplementary Fig. 3d, e).

### Heterogeneity of skeletal muscle MP

At steady state, on transverse sections of *Prx1*^*Cre*^*;Rosa*^*mTmG*^ TA (*tibialis anterior*) muscle, Prx1-derived GFP+ cells localized in the skeletal muscle interstitium next to capillaries, co-expressed the pericyte markers NG2 and PDGFRβ, and the mesenchymal markers PDGFRα and CD29 (Fig. 2a). 

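GFP+ cells sorted from uninjured hindlimb muscle (d0) gave 1 droplet library pooled from 2 mice. With 1 library per condition, no replicate was available to measure differences between mice or between libraries. The authors deposited counts of unique molecular identifiers (UMIs), without normalization, for the genes of GRCm38 (mm10). The d0 library holds 5653 cell barcodes and 18247307 UMIs, with a median of 3216 UMIs per barcode. Barcodes with 350 to 8000 detected genes and under 20% of UMIs on mitochondrial genes were retained, the limits in the paper's methods, which left 5367 cells with a median of 3328 UMIs. Clusters were computed with Seurat from 2000 variable genes, 20 principal components and a resolution of 0.5. A cluster took the name of a cell type only where at least 3 marker genes of that type were detected in at least 10% of its cells and lay above the mean of the other clusters. No other type could have a larger share of its markers so, or more markers among the 10 leading genes of the cluster. Fibroblast was the exception, since that name was dropped where another type also qualified. The markers were those the paper gives for FAP/MP (Prrx1, Cxcl12, Pdgfra, Ly6a and Cd34), tenocyte-like cells (Scx, Tnmd and Kera) and pericytes (Cspg4, Des and Mylk), with lists from general knowledge for other cell types. The naming rule was settled after clusters had been seen, and the names rebuilt in this way may explain differences from the study's populations. Shares of cells are given with exact (Clopper-Pearson) 95% intervals, which cover counting error only. Because detection depends on depth, shares are also given after 2000 UMIs were drawn without replacement from each cell (thinned), which left out the 1479 d0 cells with fewer UMIs. Gene identifiers are those of the deposited matrix, and positions on GRCm38 were taken from GENCODE M21, which lists 30934 of the identifiers (99.6%).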

To better understand the composition of the skeletal muscle MP population, we performed scRNAseq analyses of sorted Prx1-derived skeletal muscle cells surrounding the tibia. 

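The 5367 d0 cells fell into 11 clusters at a resolution of 0.5, and the alternative that moved this number most, a resolution of 0.3, gave 7. The 6 clusters named FAP/MP-like held 3663 cells (68.3%, 95% interval 67.0 to 69.5), 1 pericyte-like cluster held 768 cells (14.3%, 13.4 to 15.3) and 1 tenocyte-like cluster held 143 cells (2.66%, 2.25 to 3.13). The other 793 cells (14.8%, 13.8 to 15.8) lay in 3 unnamed clusters. An unnamed cluster of 326 cells (6.07%, 5.45 to 6.75) had Scx, Tnmd and Kera above the other clusters, but also the osteoblast gene Bglap2 among its leading genes. Another unnamed cluster held 70 cells (1.30%, 1.02 to 1.65). The remaining unnamed cluster of 397 cells (95% interval 6.71 to 8.13%) was led by Lyz2 and Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050), and Lgals3 (ENSMUSG00000050335, chromosome 14 from 47367751 to 47386160) was also raised. Spp1 reached 644 CPM (UMIs of a gene scaled to a common total of all genes) in this cluster against 8.14 in the other d0 cells, and Lgals3 610 against 50.0. The cluster had a median of 592 UMIs per cell against 3493 in the other cells. Of its 397 barcodes, 378 (95.2%, 92.6 to 97.1) were shared, that is, also present in another library and without 10 times more UMIs in d0 than there, against 91 of the other 4970 (1.83%). In cells thinned to 2000 UMIs, at least 2 hematopoietic markers (Ptprc, Itgam, Cd68, Lyz2, Csf1r and Cd74) were detected in 4 of 3888 cells (0.103%, 0.0280 to 0.263). At least 2 endothelial markers (Pecam1, Cdh5, Kdr, Tek and Emcn) were likewise detected in 4 cells. At least 2 myogenic markers (Pax7, Myod1, Myf5, Cdh15 and Chrna1) were detected in 0 of 3888 cells, which allows a share of up to 0.0772%. These shares leave out cells under 2000 UMIs, and so most of the cluster led by Lyz2 and Spp1. In that cluster Lyz2 lay at 583 CPM against 5.71 in the other d0 cells, and Cd74 at 729 against 12.0.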

We identified nine clusters and defined four sub-populations, distinct from myogenic, endothelial and hematopoietic cell populations, and including FAP/MP (expressing *Prrx1*, *Cxcl12*, *Pdgfrα*, *Ly6a*, and *Cd34*), tenocyte-like cells (expressing *Scx*, *Tnmd* and *Kera*), pericytes (expressing *Cspg4*, *Des*, and *Mylk*) and Spp1/Lgals3 population (expressing *Spp1* and *Lgals3*) (Fig. 2b–e and Supplementary Fig. 4a). Flow cytometry analyses showed that freshly isolated Prx1-derived skeletal muscle cells represent 12.5% of mononucleated cells within muscle, are not hematopoietic nor endothelial (CD45−CD11b−CD31− and Tie2−) and coincide with populations expressing the pericyte/mesenchymal marker PDGFRβ, the FAP/MP markers PDGFRα, Sca1, and CD34, but do not encompass all mesenchymal cell types within skeletal muscle (Supplementary Fig. 4b–d). To assess whether Prx1-derived cells represent a unique mesenchymal population within skeletal muscle, we integrated our scRNAseq dataset with published scRNAseq datasets from skeletal muscle. Prx1-derived cells overlapped with FAP/MP (67%), pericytes (14%), tenocyte-like cells (8%), and Spp1/Lgals3 cells (9%) from other datasets, and were distinct from myogenic, endothelial, and immune cells^23,25,26^ (Supplementary Fig. 5). Furthermore, we compared the identity of skeletal muscle MP with that of skeletal/stem progenitor cells previously characterized in bone. Chan et al. proposed a definition for skeletal stem/progenitor cells, osteochondroprogenitors and stromal progenitors based on combinations of surface markers in TER119−/CD45−/Tie2−/ITGAV+ populations within bone^27^. scRNAseq analyses of *Ter119*−/*Cd45*−/*Tie2*−/*ItgaV*+ cells within Prx1-derived skeletal muscle cells suggested the presence of skeletal stem/progenitor cells (*Thy−*/*6C3*− cells), osteochondroprogenitors (*Thy*+/*6C3*− cells) and rare stromal progenitors (*Thy−*/*6C3*+ cells) (Supplementary Fig. 4e). In addition, we detected *Ctsk-* and *Cxcl12-*positive cells within FAP/MP cluster while *LepR*, *Nestin*, *Mx1* and *Grem1* cells were almost undetectable (Supplementary Fig. 4f)^4,28–32^. 

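Taken singly over all 5367 d0 cells, Thy1 (ENSMUSG00000032011, chromosome 9 from 44043384 to 44048579) was detected in 1955 cells (36.4%), Itgav (ENSMUSG00000027087, chromosome 2 from 83724397 to 83806916) in 962 (17.9%, 16.9 to 19.0), Tek (ENSMUSG00000006386, chromosome 4 from 94739289 to 94874976), which encodes Tie2, in 533 (9.93%, 9.14 to 10.8) and Ptprc (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708), which encodes CD45, in 4 (0.0745%). Enpep (ENSMUSG00000028024, chromosome 3 from 129269175 to 129332720), which encodes 6C3, was detected in 257 cells (4.79%, 4.23 to 5.39). The absence of a UMI at this depth does not show the absence of the transcript.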

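In the FAP/MP-like clusters of d0, Ctsk (ENSMUSG00000028111, chromosome 3 from 95499256 to 95509362) was detected in 1592 of 3663 cells (43.5%, 41.8 to 45.1), and in 33.0% of the 2723 cells left after thinning. In the pericyte-like cluster, Ctsk was detected in 54 of 768 cells (7.03%, 5.33 to 9.07), and in 3.02% after thinning. Median depth was 3263 UMIs per cell in the FAP/MP-like clusters and 4278.5 in the pericyte-like cluster. In the tenocyte-like cluster, 102 of 143 cells (71.3%, 63.2 to 78.6) had Ctsk. Cxcl12 (ENSMUSG00000061353, chromosome 6 from 117168535 to 117181367) is 1 of the genes by which FAP/MP-like clusters were named, so its share there (59.7% of cells, 58.0 to 61.2) follows in part from the naming. It was detected in 349 of 768 pericyte-like cells (45.4%, 41.9 to 49.0) and in 20 of 143 tenocyte-like cells (14.0%, 8.76 to 20.8). After thinning, its shares were 51.0% in FAP/MP-like, 28.2% in pericyte-like and 7.20% in tenocyte-like cells. Lepr (ENSMUSG00000057722, chromosome 4 from 101717404 to 101815352) was detected in 106 FAP/MP-like cells (2.89%, 2.38 to 3.49) and in 4 pericyte-like cells (0.521%, 0.142 to 1.33). Nes (ENSMUSG00000004891, chromosome 3 from 87971078 to 87980451), which encodes Nestin, was detected in 6 FAP/MP-like cells (0.164%, 0.0601 to 0.356) and in 43 pericyte-like cells (5.60%, 4.08 to 7.47). In thinned FAP/MP-like and pericyte-like cells, Lepr was detected in 1.98% and 0.432%, and Nes in 0.147% and 2.73%. Mx1 (ENSMUSG00000000386, chromosome 16 from 97447035 to 97462907) was detected in 6 FAP/MP-like cells (0.164%) and Grem1 (ENSMUSG00000074934, chromosome 2 from 113746164 to 113758646) in 2 (0.0546%, 0.00661 to 0.197), and neither gene was detected among the 768 pericyte-like cells.

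**Figure D1:**
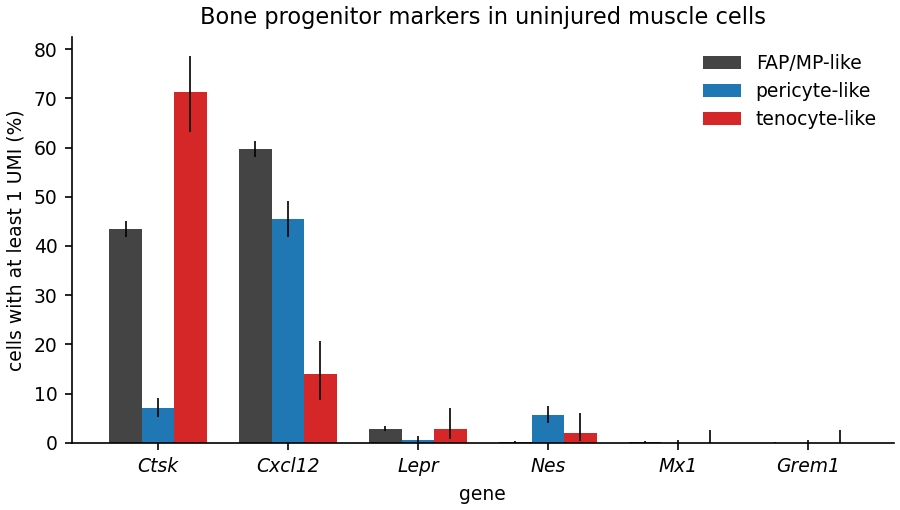
Percent of d0 cells with at least 1 UMI of 6 genes, in the FAP/MP-like, pericyte-like and tenocyte-like clusters, where bars are shares of cells and error bars are exact 95% intervals. In FAP/MP-like cells, Ctsk reaches 43.5% and Cxcl12 59.7%, while Lepr, Nes, Mx1 and Grem1 lie at 2.89% or below.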

Skeletal muscle thus contains a heterogeneous population of skeletal muscle MP derived from Prx1 mesenchymal lineage, expressing common markers with skeletal stem/progenitor cells from bone and contributing to bone repair.

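Enpep was detected in 200 of 3663 FAP/MP-like cells (5.46%, 4.75 to 6.25), in 49 of 768 pericyte-like cells (6.38%, 4.76 to 8.35) and in 0 of 143 tenocyte-like cells (exact interval up to 2.55%). After thinning, the shares were 3.53%, 3.88% and 0% (up to 2.91%). From the sub-populations of d0 cells, their overlap with published datasets and the detection of genes that mark skeletal stem/progenitor cells in bone, the paper concludes that skeletal muscle contains a heterogeneous population of Prx1-derived mesenchymal progenitors that shares markers with progenitors from bone.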

**Fig. 2:**
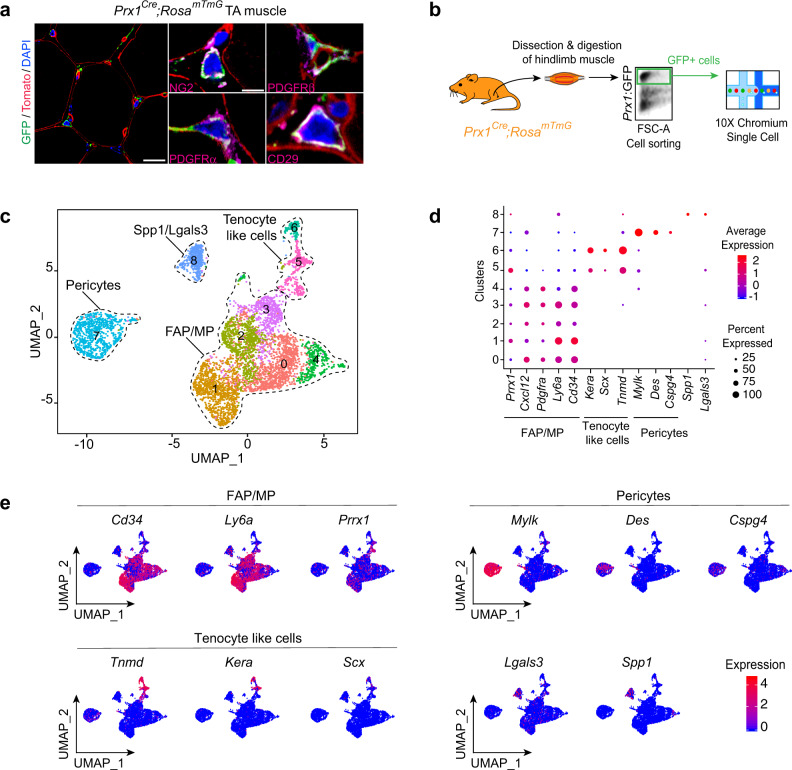
Single-cell analyses of skeletal muscle mesenchymal progenitors in intact muscle. **a** Transverse sections of TA muscle from *Prx1*^*Cre*^*;Rosa*^*mTmG*^ mice immunostained with NG2, PDGFRβ, PDGFRα, or CD29 antibodies (magenta). DAPI-labeled nuclei in blue, GFP-labeled Prx1-derived cells in green and Tomato labeled non Prx1-derived cells in red. Representative images of three distinct samples. **b** Experimental design of scRNAseq experiment. Prx1-derived skeletal muscle cells were isolated from hindlimb skeletal muscles and sorted based on GFP-expression prior to scRNAseq. **c** UMAP projection of color-coded clustering of Prx1-derived cells reveals nine clusters defining four distinct populations (limited by a black dotted line). **d** Dotplot of indicated gene expression identifying FAP/MP, tenocyte-like cell, pericyte and Spp1/Lgals3 populations. **e** FeaturePlot of sub-population marker expression (*Cd34*, *Ly6a*, and *Prrx1* for FAP/MP, *Tnmd, Kera*, and *Scx* for tenocyte like cells, *Mylk, Des*, and *Cspg4* for pericytes and *Lgals3* and *Spp1* for Spp1/Lgals3 cells). Scale bars: low magnification: 30 μm, high magnification: 10 μm.

### scRNAseq analyses of MP after fracture

To characterize the cellular response of skeletal muscle MP to bone fracture, we dissected skeletal muscle surrounding the fracture site, excluding periosteum and bone marrow tissues. 

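Muscle around a non-stabilized tibial fracture gave 1 library at d3 and 1 at d5, each pooled from 2 mice, and the d0 library served as the uninjured time point. The d3 library holds 6229 barcodes and 100403837 UMIs (median 16695 per barcode), of which 6086 cells were retained (median 16961). The d5 library holds 2001 barcodes and 56084145 UMIs (median 25843), of which 1752 cells were retained (median 29727). The condition of the d5 library follows the paper's cell numbers and not the deposited label, which calls it d3 post-polytrauma. The paper's source data give 2001 cells for d5 post-fracture, the number of barcodes in this library, while the library labelled d5 post-fracture holds 6915. The 3 libraries were integrated with Seurat's anchors (2000 features, 20 dimensions, resolution 0.5), with the marker genes used for naming left out of the features. For the level of a gene, UMIs were summed over all retained cells of a library and divided by the library's total (CPM). The level of a list of genes is the mean of log2(CPM + 1) over its genes. The mesenchymal (Cd34, Ly6a, Prrx1, Pdgfra and Cxcl12), fibrogenic (Aspn, Postn, Col1a1, Col3a1, Col5a1 and Sparc) and chondrogenic (Sox9, Col2a1, Acan and Fgfr3) lists hold genes that the paper's text names. The paper's Supplementary Table 1 was not used here. The osteogenic list (Sp7, Bglap, Bglap2, Ibsp and Dmp1) came from general knowledge. All 5 mesenchymal genes are also the FAP/MP naming markers, 5 of the 6 fibrogenic genes the fibroblast markers and 3 of the 4 chondrogenic genes the chondrocyte markers. Intervals on a difference of list levels come from 2000 Poisson draws of the UMI counts and cover counting error only. For each difference, the median log2 ratio of the list's genes with a mean of at least 1 CPM was also ranked among 10000 random lists of genes matched on expression. The percentile printed beside a difference belongs to this median and not to the mean. With CPM, the median log2 ratio of all genes was -0.38 for d3 against d0 and 0.57 for d5 against d3, and median-of-ratios scaling brought these to 0.12 and -0.05. The d5 library uses another set of cell barcodes than the d0 and d3 libraries. Differences between d5 and d0 or d3 may therefore include a difference in library preparation.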

After enzymatic digestion, we sorted Prx1-derived GFP+ cells and performed scRNAseq analyses of d0 (uninjured), d3 and d5 post-fracture samples (Fig. 3a). 

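The 13205 cells of d0, d3 and d5 post-fracture fell into 12 clusters. FAP/MP-like clusters held 3548 of 5367 d0 cells (66.1%), 709 of 6086 d3 cells (11.6%) and 360 of 1752 d5 cells (20.5%). Pericyte-like cells made up 14.0% at d0, 2.07% at d3 and 2.28% at d5, and tenocyte-like cells 7.25%, 3.15% and 4.51%. A cluster with the markers Col1a1, Sparc, Col3a1, Col5a1 and Postn, named fibroblast-like, held 93 cells at d0 (1.73%), 1282 at d3 (21.1%) and 506 at d5 (28.9%). Among the alternatives, merging the libraries without integration moved the d5 shares most, to 56.3% FAP/MP-like and 0.400% fibroblast-like. A hematopoietic-like cluster held 5, 29 and 5 cells. No name was given to 578 cells at d0 (10.8%), 3748 at d3 (61.6%) and 762 at d5 (43.5%). The unnamed cells included a cluster led by cell division genes such as Top2a and Mki67 (185 cells at d0, 1703 at d3 and 234 at d5) and a further cluster of 53, 1274 and 205 cells. They also included a cluster with raised Spp1 and Lgals3 and few UMIs per cell (199, 433 and 207 cells). Of the cells in this last cluster, 91.5% at d0, 87.5% at d3 and 23.7% at d5 carried shared barcodes, against 5.55%, 1.72% and 0.453% of the other cells of the same libraries.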

Combined analyses of the three datasets identified 13 clusters in skeletal muscle MP that can be partitioned into four distinct populations (FAP/MP, tenocyte-like cells, pericytes, and Spp1/Lgals3 cells) already defined in un-injured skeletal muscle and a distinct fibroblast cluster (Fig. 3b, Supplementary Fig. 6a, b). This fibroblast cluster was defined as cells expressing genes coding for ECM proteins (*Col1a1*, *Sparc*, *Col3a1*, *Col5a1*, and *Postn*) but no other subpopulation markers (Supplementary Fig. 6c). 

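The fibroblast-like cluster of d0, d3 and d5 cells was named by Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042), Sparc (ENSMUSG00000018593, chromosome 11 from 55394500 to 55423183) and Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706), with Col5a1 (ENSMUSG00000026837, chromosome 2 from 27886425 to 28039514) and Postn (ENSMUSG00000027750, chromosome 3 from 54361109 to 54391037), so their levels there are not a separate result. Markers of other types were also found in it. Cxcl12 was detected in 92.0% of its cells at 457 CPM, Prrx1 (ENSMUSG00000026586, chromosome 1 from 163245119 to 163313710) in 83.5% at 186 CPM, Acan (ENSMUSG00000030607, chromosome 7 from 79053483 to 79115099) in 42.4% at 190 CPM and Scx (ENSMUSG00000034161, chromosome 15 from 76457452 to 76459458) in 14.1% at 19.4 CPM. In the largest FAP/MP-like cluster of the same clustering, Cxcl12 lay at 923 CPM in 66.7% of cells and Prrx1 at 237 CPM in 39.5%. Because cells of this cluster came mostly from the deeper d3 and d5 libraries, no order between clusters was read from shares of cells.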

To assess the fate of skeletal muscle MP in response to fracture, we plotted the mean expression of lineage markers as mesenchymal, fibrogenic (ECM-producing cells), chondrogenic and osteogenic (markers listed in Supplementary information, Table 1). Mesenchymal and fibrogenic markers were expressed mostly by FAP/MP at d0, d3, and d5 post-fracture while chondrogenic markers were only expressed at d5. 

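The mesenchymal list lay at 8.46 at d0, 7.01 at d3 and 7.93 at d5 post-fracture. From d0 to d3 the difference was -1.45 (95% interval -1.47 to -1.42) with 0 of 5 genes higher, at percentile 3.52 of the random lists. The alternative on the same scale that moved it most, FAP/MP-like cells only, from the clustering of all 5 libraries, gave -0.86. From d3 to d5 the list moved by 0.92 (0.90 to 0.93), at percentile 96.2. Its genes include Cd34 (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279), at 680 CPM at d0, 47.3 at d3 and 99.7 at d5, and Ly6a (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031), at 976, 428 and 544 CPM. Pdgfra (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215) lay at 157, 46.6 and 131 CPM. The fibrogenic list lay at 10.13, 10.78 and 12.29, a difference of 0.65 (0.64 to 0.66) at d3 against d0 with 5 of 6 genes higher, at percentile 65.1. At d5 against d3 it differed by 1.51 (1.51 to 1.52) with 6 of 6 genes higher, at percentile 99.9, and by -0.94 with the conditions of the deposited labels. Aspn (ENSMUSG00000021388, chromosome 13 from 49544443 to 49567565) lay at 443 CPM at d0, 361 at d3 and 1308 at d5, and Postn at 220, 1068 and 4030 CPM. The chondrogenic list lay at 3.24, 3.38 and 8.34. It differed by 0.14 (0.02 to 0.28) at d3 against d0, at percentile 83.7, and by 4.96 (4.91 to 5.02) at d5 against d3, with 4 of 4 genes higher and at percentile 100. This last difference was -0.83 with the deposited labels. Col2a1 (ENSMUSG00000022483, chromosome 15 from 97975602 to 98004695) rose from 0.868 CPM at d3 to 1523 at d5, and Acan from 30.7 to 680 CPM. Fgfr3 (ENSMUSG00000054252, chromosome 5 from 33721674 to 33737068) lay at 1.17 and 27.4 CPM. FAP/MP-like clusters held 89.9% of the UMIs of the mesenchymal list at d0, 19.4% at d3 and 56.2% at d5, and 52.8%, 11.3% and 26.0% of those of the fibrogenic list. The fibroblast-like cluster held 6.64%, 29.5% and 38.9% of the fibrogenic UMIs.

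**Figure D2:**
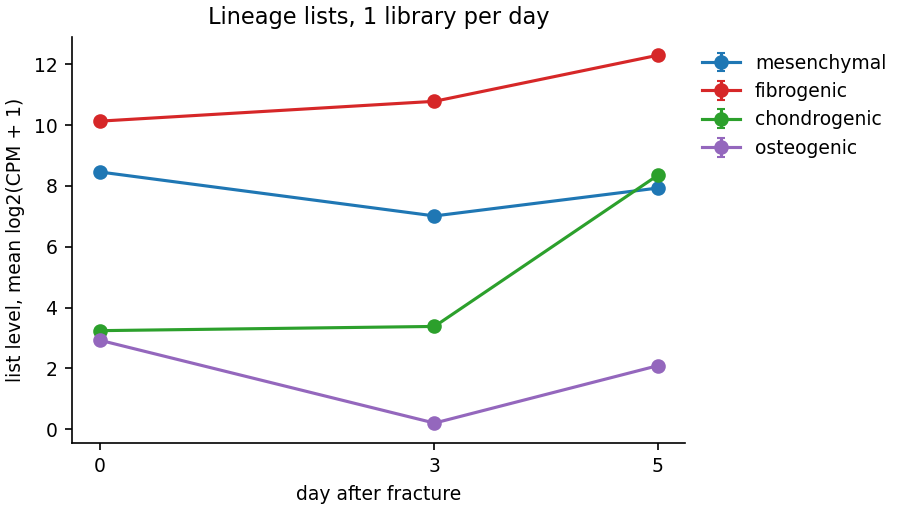
Level of the mesenchymal, fibrogenic, chondrogenic and osteogenic lists (mean log2(CPM + 1), vertical axis) at d0, d3 and d5 post-fracture, 1 library per point with 95% counting intervals. The mesenchymal list is lowest at d3 (7.01), and the chondrogenic list stands at 3.38 at d3 and 8.34 at d5.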

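The osteogenic list (Sp7 (ENSMUSG00000060284, chromosome 15 from 102356606 to 102367182), Bglap (ENSMUSG00000074483, chromosome 3 from 88383501 to 88384464) and Bglap2 (ENSMUSG00000074486, chromosome 3 from 88377736 to 88378699), with Ibsp (ENSMUSG00000029306, chromosome 5 from 104299171 to 104311469) and Dmp1 (ENSMUSG00000029307, chromosome 5 from 104202613 to 104214102)) lay at 2.93 at d0, 0.20 at d3 and 2.09 at d5 post-fracture. It differed from d0 by -2.72 (-2.84 to -2.60) at d3 and by -0.84 (-0.95 to -0.72) at d5. The d5 difference was 0.26 within FAP/MP-like cells and 0.01 with the paper's score in thinned cells. In thinned cells, at least 2 of the 5 genes were detected in 20 d0 cells (0.514%), in 1 d3 cell (0.0186%) and in 7 of 1438 d5 cells (0.487%, 0.196 to 1.00). Without thinning, the d5 count was 62 of 1752 cells (3.54%). At d5, Sp7 was detected in 1.81% and Ibsp in 3.41% of thinned cells. The 93 fibroblast-like cells of d0 held 87.6% of the osteogenic UMIs of that library, and unnamed clusters held 93.1% at d5.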

Osteogenic markers were almost not detected. 

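At d5 post-fracture, the chondrogenic list (Sox9, Col2a1, Acan and Fgfr3) lay at 5.16, 5.04 and 4.01 in the 3 FAP/MP-like clusters, at 6.71 in the fibroblast-like cluster, at 5.85 in the tenocyte-like cluster and at 4.75 in the pericyte-like cluster. It reached 9.29 in the unnamed cluster led by cell division genes and 9.41 in the unnamed cluster of 205 d5 cells. In the cluster with raised Spp1 and Lgals3 it lay at 5.84, from 106 UMIs in 207 cells. Among the 5 hematopoietic-like cells, whose cluster also had raised Spp1 and Lgals3, it lay at 1.39, from 1 UMI. At d3, every cluster lay between 1.06 and 3.88. The fibrogenic list (Aspn, Postn, Col1a1, Col3a1, Col5a1 and Sparc) lay at 12.41, 12.28 and 12.49 in the FAP/MP-like clusters at d5, at 12.50 in the fibroblast-like cluster, at 12.52 in the tenocyte-like cluster and at 10.36 in the pericyte-like cluster. It lay at 9.11 in the cluster with raised Spp1 and Lgals3 and at 7.33 among the 5 hematopoietic-like cells. At d3 the same clusters lay at 9.58 and 9.62. The osteogenic list (Sp7, Bglap, Bglap2, Ibsp and Dmp1) was highest at d5 in the cluster led by cell division genes, at 2.57 from 2527 UMIs, followed by 2.49 from 1816 UMIs in the unnamed cluster of 205 cells. In FAP/MP-like clusters at d5 it lay at 0.70 or below.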

Detailed analysis per cluster showed that all clusters except Spp1/Lgals3 clusters (clusters 7 and 12) engage in fibrogenic and chondrogenic differentiation, but none engaged in osteogenic differentiation by d5 (Fig. 3c, d and Supplementary Fig. 6d, e). In silico trajectory analysis on d5 post-fracture sample showed that skeletal muscle MP express mesenchymal markers and start expressing fibrogenic markers prior to chondrogenic markers in response to fracture, except for *Sox9* which is already detected in the fibrogenic state (Fig. 3e, f). These results indicate that skeletal muscle MP upon activation adopt a fibrogenic fate before undergoing early chondrogenic differentiation from d5 post-fracture. This cellular response to injury occurs mainly within the FAP/MP population of skeletal muscle MP.

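For an ordering of d5 post-fracture cells, 1298 cells of 6 clusters were each thinned to 2000 UMIs and placed by diffusion pseudotime computed with scanpy (15 neighbours and 20 principal components, with the genes of the 4 lists and of the cell cycle left out). Monocle3, which the paper used, was not used here. Unnamed clusters with a median depth under 0.75 of their library were left out of the ordering, a limit set after the data were seen. The start was set by Ly6a and Cd34, so the fall of these mesenchymal genes along the order is not a result. In 5 successive bins of 260 or 259 cells, the fibrogenic list lay at 12.34, 12.56, 12.33, 12.44 and 11.71, and the chondrogenic list at 4.68, 5.28, 6.18, 7.05 and 9.84. From the first to the last bin the fibrogenic list differed by -0.63 (-0.68 to -0.59) and the chondrogenic list by 5.16 (4.66 to 5.75). Single genes of the fibrogenic list moved differently. Aspn, a gene the paper plots along its order, lay at 750, 1473, 1754, 1658 and 745 CPM. Col3a1 fell from bin to bin, from 24256 to 6278 CPM. Sox9 (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) lay at 104, 308, 412, 421 and 637 CPM in the successive bins. Col2a1 lay at 36.5, 50.0, 61.5, 112 and 5857 CPM. Sox9 was detected in 14.6% of cells in the first bin, 37.3% in the second and 59.8% in the last. With the deposited label, these cells would belong to d3 post-polytrauma.

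**Figure D3:**
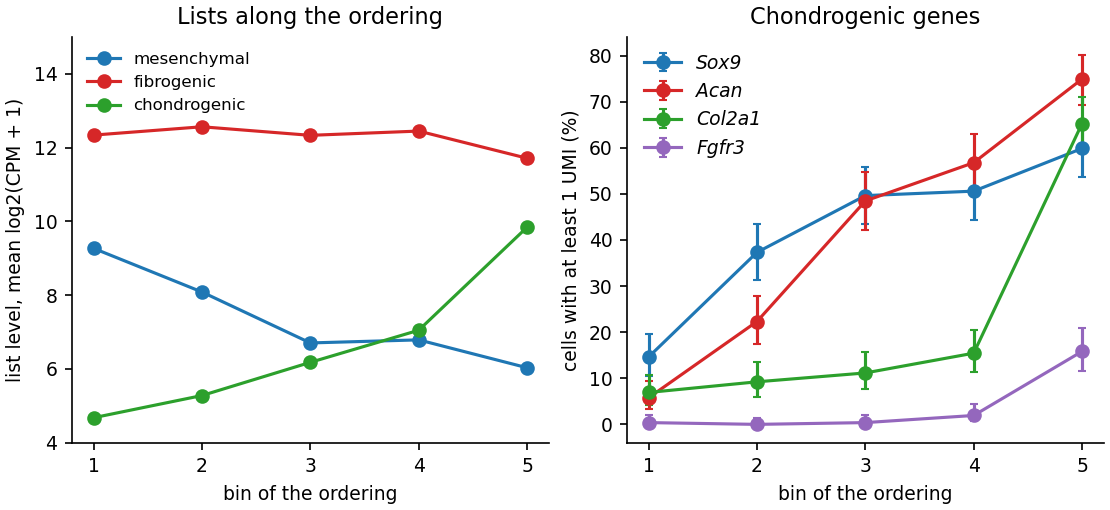
Cells of d5 post-fracture in 5 bins along diffusion pseudotime, with list levels (mean log2(CPM + 1)) on the left and the percent of cells with at least 1 UMI of Sox9, Acan, Col2a1 and Fgfr3 on the right, and 95% intervals as error bars. Sox9 is detected in 37.3% of cells in the second bin, where the chondrogenic list stands at 5.28, and in 59.8% in the last, where it stands at 9.84.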

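In the same 1298 thinned cells of d5 post-fracture, Col2a1 was detected in 280 cells, and Sox9 without Col2a1 in 388 cells (29.9%). In 40 pericyte-like cells of the same library, also thinned, Col2a1 was detected in 15.0% (5.71 to 29.8) and Sox9 in 0% (0 to 8.81). Detection of Col2a1 in a single cell therefore does not separate its expression from background RNA, and its co-detection with fibrogenic genes was not used. A single time point gives the order of cells along a computed path and not a sequence observed in time. From the expression of lineage markers over time and from the trajectory at d5, the paper concludes that skeletal muscle MP adopt a fibrogenic fate before early chondrogenic differentiation.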

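FAP/MP-like clusters held 69.1% of the UMIs of the chondrogenic list at d0, 5.39% at d3 and 2.20% at d5 post-fracture. At d5, the fibroblast-like cluster held 12.7% and unnamed clusters 84.0%. Of the mesenchymal UMIs at d3, unnamed clusters held 55.3% and the fibroblast-like cluster 23.5%. Within the cells of the FAP/MP-like clusters from the clustering of all 5 libraries, described with the polytrauma data, the fibrogenic difference of d3 against d0 was 0.82 and the chondrogenic difference of d5 against d3 was 3.14.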

**Fig. 3:**
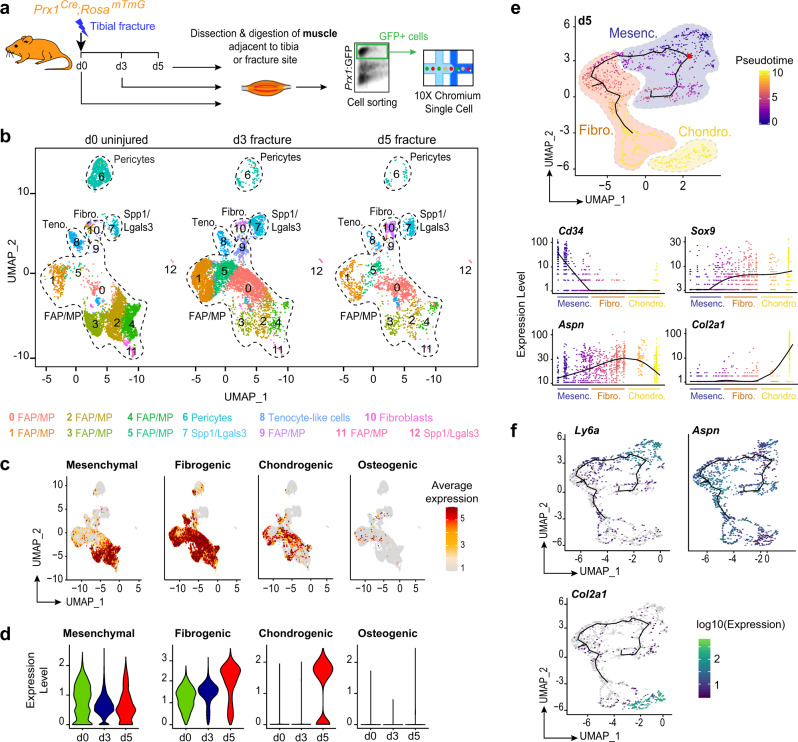
Single-cell analyses of skeletal muscle mesenchymal progenitors in response to bone fracture. **a** Experimental design of scRNAseq analyses. Prx1-derived skeletal muscle cells were isolated from skeletal muscles surrounding the tibia at day 0, day 3, and day 5 post non-stabilized fracture and sorted based on GFP-expression prior to scRNAseq. **b** UMAP projection of color-coded clustering of integrated d0, d3, and d5 samples. Sub-populations are limited by a black dotted line and cluster identities are indicated below. Teno. tenocyte like cells, Fibro. fibroblasts. **c** FeaturePlot of mesenchymal, fibrogenic, chondrogenic and osteogenic lineages scores. **d** Expression of mesenchymal, fibrogenic, chondrogenic, and osteogenic lineages scores per sample. **e** Pseudotime analysis of FAP/MP at d5 post-fracture (top). Expression of *Cd34*, *Aspn, Sox9,* and *Col2a1* genes along pseudotime (bottom). Fibro. fibrogenic, Mesenc. mesenchymal, Chondro. chondrogenic. **f** FeaturePlot of *Ly6a*, *Aspn,* and *Col2a1* expression as markers of mesenchymal, fibrogenic, and chondrogenic lineages, respectively, in d5 post-fracture sample.

### Musculoskeletal trauma impairs bone healing

To determine the role of skeletal muscle MP in musculoskeletal trauma, we developed a clinically relevant polytrauma mouse model by inducing mechanical injury to skeletal muscles adjacent to a non-stabilized tibial fracture. As observed in human, musculoskeletal trauma caused fracture non-union, displayed by (i) delayed callus, cartilage, and bone formation, (ii) impaired cartilage and bone resorption, (iii) abnormal fibrous tissue accumulation expressing the fibrotic markers PDGFRα and POSTN, and (iv) absence of bone bridging through day 56 in 100% of cases (Fig. 4a–c and Supplementary Fig. 7a, b). This fracture non-union phenotype was correlated with decreased contribution of skeletal muscle to cartilage (Fig. 4d). The mechanical injury to skeletal muscle alone led to heterogeneous and delayed muscle regeneration as shown by areas containing regenerating muscle fibers and areas containing fibrous tissue at days 14 and 30 post-injury (Supplementary Fig. 7c). Bone healing was not impaired when combined with TA muscle injury only, thus a threshold of soft tissue trauma exists above which bone healing cannot occur efficiently (Supplementary Fig. 7d). In order to minimize the impact of the mechanical environment in the polytrauma phenotype, we confirmed the findings using a semi-stabilized fracture model. As observed in the non-stabilized fracture model, EDL muscle grafts from GFP-donors contributed to cartilage formation in the fracture callus and skeletal muscle injury led to fibrotic tissue accumulation and absence of bone bridging (Supplementary Fig. 8).

**Fig. 4:**
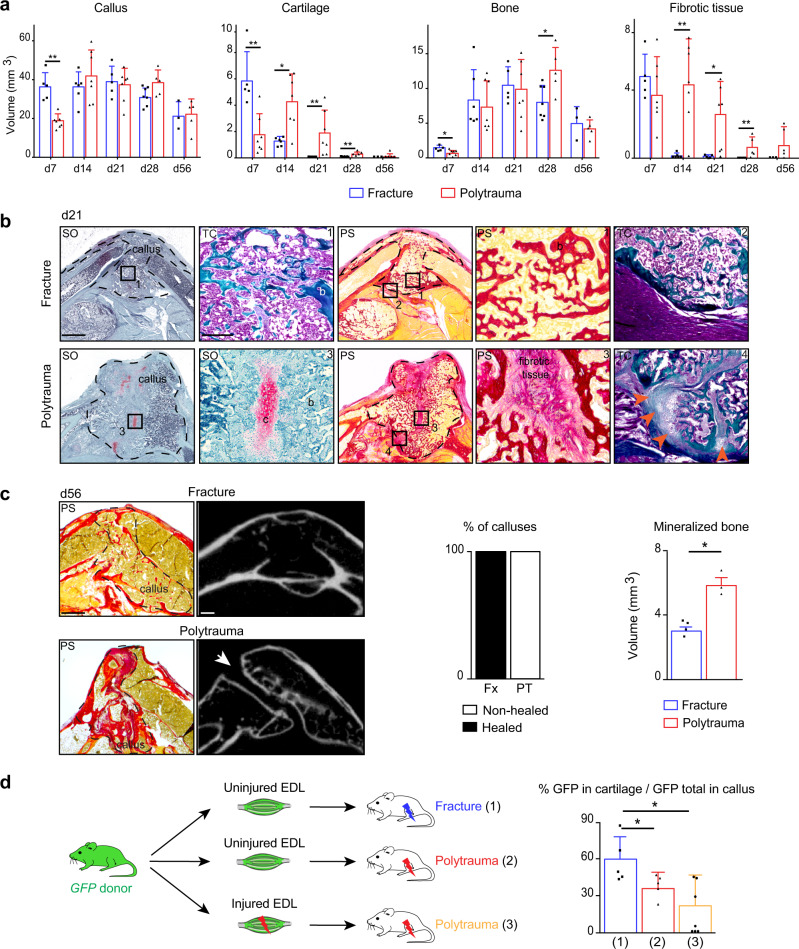
Polytrauma impairs bone healing and cellular recruitment from skeletal muscle. **a** Histomorphometric quantification of callus, cartilage, bone, and fibrotic tissue volumes after non-stabilized tibial fracture or polytrauma through all stages of bone repair (d7 *n* = 5 and *n* = 7; d14, *n* = 6 and *n* = 7, d21 *n* = 5 and *n* = 7, d28 *n* = 7 and *n* = 5, d56 *n* = 3 and *n* = 5 for fracture and for polytrauma respectively) (Exact *p*-value calculated with two-sided Mann–Whitney test: Callus d7: 0.0025; Cartilage d7: 0.0051, d14: 0.0189, d21: 0.0025, d28: 0.0013; Bone d7: 0.0101, d28: 0.0303; Fibrotic tissue d14: 0.0023, d21: 0.0303 d28: 0.0013). **b** Representative callus sections stained with Safranin’O (SO), Trichrome (TC), and PicroSirius (PS) at days 21 (b: bone) (callus delimited by a black dotted line). Fully ossified callus and bone bridging in fracture (boxes 1, 2). Unresorbed cartilage (c), fibrosis (box 3) and absence of bone bridging (box 4, orange arrowheads) in polytrauma. **c** Representative callus sections stained with PS and micro-CT images of calluses at d56 post-fracture and polytrauma. Absence of bone bridging at d56 is pointed by a white arrow. Quantification of healed and non-healed calluses at d56 post-fracture or polytrauma (fracture *n* = 4, polytrauma *n* = 3). Quantification of mineralized bone volume at d56 post-fracture or polytrauma (Fx: fracture *n* = 4, PT: polytrauma *n* = 3) (Exact *p*-value calculated with *t* test with two-sided Welch correction: 0.0357). Scale bars: low magnification = 1 mm; boxed areas = 100 μm. **d** Experimental design of uninjured or injured EDL muscle grafts from *GFP-actin* mice transplanted at the fracture site of wild type hosts after fracture or polytrauma. Histomorphometric quantification of GFP+ signal in cartilage at day 14 post-injury ((1) *n* = 5, (2) *n* = 5, (3) *n* = 7) (Exact *p*-value calculated with two-sided Mann–Whitney test: (1) vs. (2): 0.0317, (1) vs. (3): 0.0303). All data represent mean ± SD. Images are representative of two independent experiments.

### Trauma alters fibrotic response of MP

To identify the impact of polytrauma on skeletal muscle MP, we performed integrated scRNAseq analyses of Prx1-derived skeletal muscle cells after fracture and polytrauma (Fig. 5a). 

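Muscle of mice with polytrauma gave 1 library at d3 and 1 at d5, each pooled from 2 mice. The d3 library holds 6915 barcodes and 103780343 UMIs (median 14684 per barcode), of which 6727 cells were retained (median 14945). The d5 library holds 13641 barcodes and 204474562 UMIs (median 14242), of which 12615 cells were retained (median 15115). The library used as d3 post-polytrauma is labelled d5 post-fracture in the deposit, and the library used as d5 post-fracture is labelled d3 post-polytrauma. Differences that involve either library depend on this assignment. Thinning to 2000 UMIs left out 722 cells of d3 post-fracture, 314 of d5 post-fracture, 609 of d3 post-polytrauma and 1098 of d5 post-polytrauma. The 32547 cells of all 5 libraries were merged without integration (20 principal components, resolution 0.5). The step by which the paper equalised sequencing depth works on reads and was not repeated from the UMI counts. The libraries differed in the sex of the mice. Xist (ENSMUSG00000086503, chromosome X from 103460366 to 103483254) lay at 2.66 CPM in d5 post-polytrauma and at 410 CPM or above in the other 4 libraries. Ddx3y (ENSMUSG00000069045, chromosome Y from 1260771 to 1286629), on the Y chromosome, lay at 60.3 CPM in d5 post-polytrauma and at 0.502 CPM or below in the others. At d5, polytrauma and fracture thus differ in sex as well as in injury, and no value separates these. The d5 libraries had 944 barcodes in common. With CPM, the median log2 ratio of all genes was -0.02 for polytrauma against fracture at d3 and -0.07 at d5, and median-of-ratios scaling gave -0.06 and 0.11.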

Analysis of combined d0, d3 post-fracture, d5 post-fracture, d3 post-polytrauma, and d5 post-polytrauma samples showed that d0, d3, and d5 samples clustered independently of the type of injury (non-stabilized fracture or polytrauma) except for the pericytes and Spp1/Lgals3 clusters (Fig. 5b left). 

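Without integration, the clusters of the 5 libraries followed the day after injury and, in part, the injury. The largest FAP/MP-like cluster held 3422 cells of d3 post-polytrauma and 238 of d3 post-fracture, and an unnamed cluster held 2846 cells of d3 post-fracture and 493 of d3 post-polytrauma. A cluster led by cell division genes held 1876 cells of d3 post-fracture and 1794 of d3 post-polytrauma. Of the d5 cells, 940 post-fracture and 2416 post-polytrauma cells shared 1 FAP/MP-like cluster. That cluster also had Col1a1, Sparc, Col3a1, Col5a1 and Postn above the other clusters, and the name fibroblast was dropped for it. The 2 fibroblast-like clusters held 108 and 127 d5 post-fracture cells beside 4502 and 3275 d5 post-polytrauma cells. The cluster with 3275 of these cells was also led by cell division genes such as Mki67 and Top2a. The cells of d0 filled 2 FAP/MP-like clusters with 2856 and 887 cells. Pericyte-like clusters held cells of all 5 libraries (770 of d0, 128 of d3 post-fracture, 40 of d5 post-fracture, 58 of d3 post-polytrauma and 94 of d5 post-polytrauma). The cluster with raised Spp1 and Lgals3 and few UMIs held 387, 678, 203, 623 and 80 cells in the same order of libraries. Shared barcodes made up 97.4%, 56.8%, 24.1%, 66.5% and 65.0% of these. A cluster drawn mostly from 1 library may reflect that library as well as its condition.

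**Figure D4:**
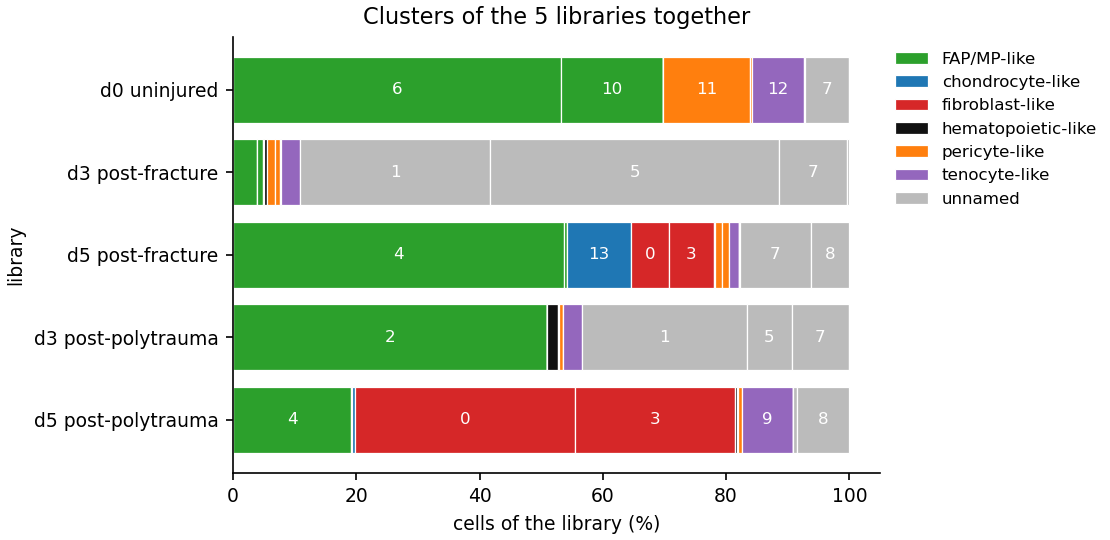
Percent of the retained cells of each of the 5 libraries in each cluster of the merged data, stacked and coloured by cluster name. FAP/MP-like clusters take 69.7% of d0, 5.03% of d3 post-fracture, 50.9% of d3 post-polytrauma, 54.2% of d5 post-fracture and 19.2% of d5 post-polytrauma.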

Combined analysis of the five experimental groups uncovered 17 clusters highlighting six populations: FAP/MP, fibroblasts, tenocyte-like cells, pericytes, Spp1/Lgals3 cells, and chondrocytes. 

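The merged cells fell into 16 clusters. FAP/MP-like clusters held 3743 cells of d0 (69.7%), 306 of d3 post-fracture (5.03%), 3425 of d3 post-polytrauma (50.9%), 950 of d5 post-fracture (54.2%) and 2428 of d5 post-polytrauma (19.2%). Fibroblast-like clusters held 0, 2, 0, 235 (13.4%) and 7777 cells (61.6%) in the same order, and tenocyte-like clusters 454, 199, 206, 29 and 1045 cells. No name was given to 395 cells of d0, 5420 of d3 post-fracture, 2916 of d3 post-polytrauma, 313 of d5 post-fracture and 1158 of d5 post-polytrauma. Of the last, 1069 lay in 1 cluster in which 830 barcodes (77.6%) were shared with another library, against 0.901% of the other d5 post-polytrauma cells. A hematopoietic-like cluster held 122 cells of d3 post-polytrauma, 35 of d5 post-polytrauma, 31 of d3 post-fracture, 5 of d0 and 4 of d5 post-fracture.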

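The cluster named chondrocyte-like by Col2a1, Acan and Fgfr3 held 181 of 1752 d5 post-fracture cells (10.3%) and 78 of 12615 d5 post-polytrauma cells (0.618%). The d5 post-polytrauma share depends on the clustering. It was between 1.66% and 1.90% at a resolution of 0.8, without doublets, with all deposited barcodes or with naming markers kept, where d5 post-fracture lay between 11.0% and 11.6%. At a resolution of 0.3 the shares were 8.51% and 16.5%. At the resolution of 0.5 the cluster held 0 cells of d0 and of both d3 libraries. In all retained cells, Col2a1 lay at 7.80 CPM in d0, 0.868 in d3 post-fracture, 0.135 in d3 post-polytrauma, 1523 in d5 post-fracture and 79.6 in d5 post-polytrauma. Acan lay at 3.96, 30.7, 4.85, 680 and 82.1 CPM in the same order, and Fgfr3 at 1.67, 1.17, 0.589, 27.4 and 2.69 CPM.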

Chondrocyte cluster was defined as cells expressing *Col2a1*, *Acan*, and *Fgfr3* (Fig. 5b right, c and Supplementary Fig. 9a, b). 

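Cells thinned to 2000 UMIs were scored for S phase with 43 genes and for G2/M phase with 54 genes. At d0, 27.3% (25.9 to 28.8) were in S or G2/M phase. This d0 share depended on depth, at 34.4% with 1000 UMIs, 11.6% with 4000 UMIs and 18.0% without thinning. No level of cycling cells at d0 is therefore read from it. At d3 the share with 2000 UMIs was 61.1% (59.8 to 62.4) post-fracture and 59.3% (58.1 to 60.5) post-polytrauma, a difference of -1.77 percentage points (-3.58 to 0.03). At d5 it was 32.6% (30.2 to 35.1) post-fracture and 54.0% (53.1 to 54.9) post-polytrauma, a difference of 21.4 percentage points (18.7 to 24.0). Without thinning, the alternative that moved the d5 difference most among those that kept its direction, it was 15.6. With the conditions of the deposited labels, the differences were -28.5 at d3 and -5.31 at d5.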

Analyses of cell cycle showed no difference in cell proliferation or cell death between fracture and polytrauma, and clusterization with cell cycle regression showed equivalent sub-populations (Fig. 5d, Supplementary Fig. 9c, d). We then determined whether polytrauma impairs the capacity of skeletal muscle MP to engage in fibrogenic and chondrogenic fate. 

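At d3, the mesenchymal list (Cd34, Ly6a, Prrx1, Pdgfra and Cxcl12) lay at 7.60 post-polytrauma and 7.01 post-fracture, a difference of 0.59 (0.58 to 0.61) with 5 of 5 genes higher and at percentile 99.97 of the random lists. Within the cells of FAP/MP-like clusters (3425 and 306 cells) the difference was -0.13, and with the deposited labels it was 0.92. At d5 it lay at 7.29 post-polytrauma and 7.93 post-fracture, a difference of -0.63 (-0.65 to -0.62). The fibrogenic list (Aspn, Postn, Col1a1, Col3a1, Col5a1 and Sparc) differed by -0.94 (-0.95 to -0.93) at d3 and by -0.69 (-0.69 to -0.69) at d5, with 6 of 6 genes lower at both days. None of the 10000 random lists lay lower at d3. The alternative that moved the d3 value most was the use of the deposited labels, which gave 1.51 at d3 and 1.76 at d5. The chondrogenic list (Sox9, Col2a1, Acan and Fgfr3) differed by -0.83 (-0.89 to -0.75) at d3, with 3 of 4 genes lower, and by -2.95 (-2.98 to -2.91) at d5, with 4 of 4 genes lower. At d3, only 2 of the 4 genes reached 1 CPM in both libraries, and Sox9 was higher. The d3 value therefore rests mainly on Acan, and it was not ranked among random lists. With the deposited labels the chondrogenic differences at d3 and d5 were 4.96 and 2.84. Differences at d5 include any difference between the sexes.

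**Figure D5:**
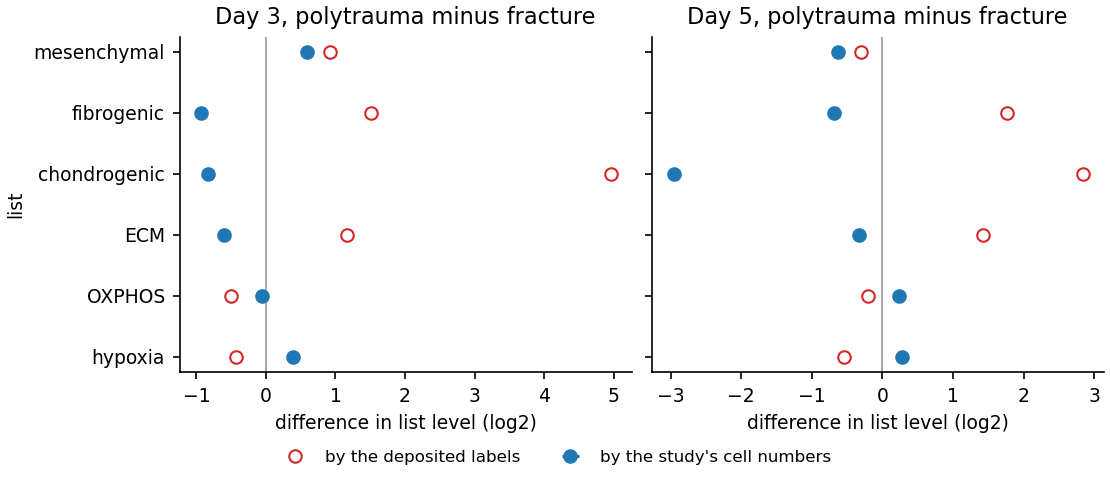
Difference between polytrauma and fracture in the level of 6 lists (log2 scale, points along the horizontal axis with a line at 0) at d3 and d5, with the conditions given by the paper's cell numbers and with the deposited labels. By the paper's cell numbers, the fibrogenic list stands at -0.94 at d3 and -0.69 at d5, and with the deposited labels at 1.51 and 1.76.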

Analyses of mesenchymal and fibrogenic marker expression indicate a delay in down-regulation of mesenchymal markers at d3 post-polytrauma, correlated with a delay in up-regulation of fibrogenic and chondrogenic markers at d3 and d5 post-polytrauma (Fig. 5e). 

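In cells thinned to 2000 UMIs, at least 2 of Col2a1, Acan and Fgfr3 were detected in 215 of 1438 d5 post-fracture cells (15.0%, 13.1 to 16.9) and in 129 of 11517 d5 post-polytrauma cells (1.12%, 0.936 to 1.33). Without thinning, the alternative that moved these shares most, they were 52.1% of 1752 and 4.07% of 12615 cells. The share was 1 of 5364 cells (0.0186%) in d3 post-fracture, 0 of 6118 in d3 post-polytrauma, which allows up to 0.0490%, and 0 of 3888 in d0, which allows up to 0.0772%. The share of d5 post-fracture was 0 with the deposited labels. As background, pericyte-like cells of d5 post-fracture had at least 2 of the genes in 0 of 40 cells, which allows up to 8.81%. They had Col2a1 alone in 6 of 40, at a median of 15561 UMIs before thinning. Pericyte-like cells of d5 post-polytrauma had at least 2 in 0 of 80 cells, which allows up to 4.51%, and Col2a1 in 1 of 80 (1.25%), at a median of 7238.5 UMIs. Because that limit lies above 1.12%, these pericyte-like cells do not show whether the d5 post-polytrauma share exceeds background. Col2a1 itself was not evenly spread, since 12160 of the 16280 Col2a1 UMIs of all d5 post-polytrauma barcodes lay in 52 cells. Each of the 52 held at least 100 Col2a1 UMIs and 0 had shared barcodes, which argues against background RNA for these 52. Over all thinned cells, Col2a1 was detected in 20.7% of d5 post-fracture and 1.68% of d5 post-polytrauma cells, Acan in 39.6% and 9.82%, and Sox9 in 40.3% and 20.9%. The d5 post-fracture shares of Col2a1 stand on a background of the size just given. In the fracture-only clustering, the fibroblast-like cluster was present at d3 and d5, while the merged clustering placed 2 cells of d3 post-fracture in fibroblast-like clusters.

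**Figure D6:**
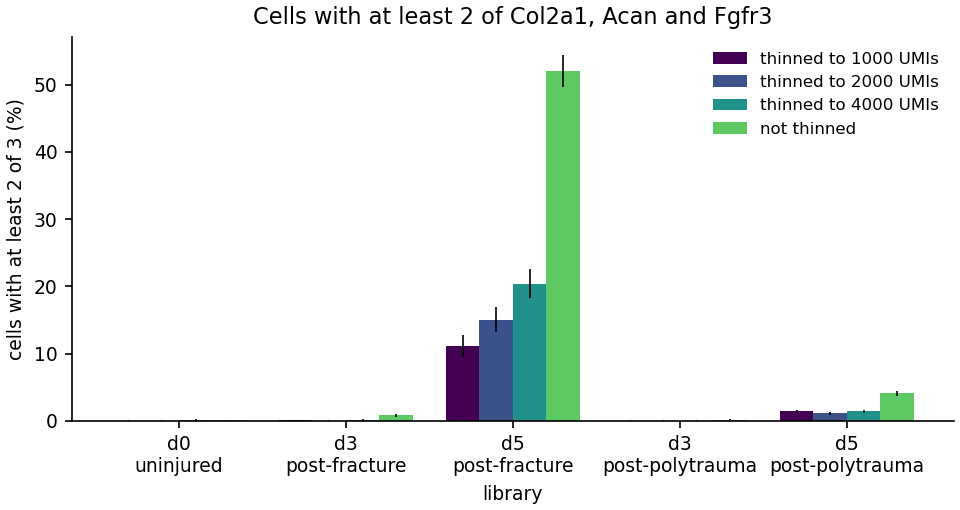
Percent of cells with at least 2 of Col2a1, Acan and Fgfr3 in the 5 libraries, without thinning and thinned to 1000, 2000 and 4000 UMIs per cell, with exact 95% intervals. At 2000 UMIs, d5 post-fracture stands at 15.0% and d5 post-polytrauma at 1.12%, above the other 3 libraries.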

The fibroblast population was detected at d3 and d5 post-fracture, d5 post-polytrauma, and the chondrocyte population at d5 post-fracture (Fig. 5f). We further performed gene ontology (GO) analysis on non-proliferative clusters 2 and 3 at day 3, and cluster 8 at day 5. We used differentially expressed genes between clusters 3 (composed of d3 post-fracture cells) and 2 (composed on d3 post-polytrauma cells), and between post-fracture and post-polytrauma cells within cluster 8 to run GO analysis. In response to fracture, cells showed a high metabolic activity and secreted ECM at d3. 

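The gene ontology analysis of the study was not repeated, and lists of genes from general knowledge were compared over all retained cells. The ECM list (15 genes, 5 of them also fibrogenic) differed between d3 post-polytrauma and d3 post-fracture by -0.61 (-0.61 to -0.60), with 15 of 15 genes lower. The difference was 1.16 with the deposited labels. An oxidative phosphorylation (OXPHOS) list of 93 genes chosen by name differed by -0.06 (-0.07 to -0.05), with 17 genes higher and 75 lower, at percentile 0.14 of the random lists. Without mitochondrial and ribosomal protein genes in the total, this difference was 0.0096. A glycolysis list of 13 genes differed by 0.21 (0.20 to 0.23), with 13 genes higher post-polytrauma, and by -0.78 with the deposited labels. Against d0, d3 post-fracture differed by 1.17 (1.15 to 1.19) in glycolysis, 0.19 (0.18 to 0.20) in OXPHOS and 0.65 (0.64 to 0.66) in ECM, at percentiles 100, 87.2 and 74.5. Their sizes depend on the scaling. With median-of-ratios scaling they were 1.74, 0.73 and 1.22. Without mitochondrial and ribosomal protein genes in the total, they were 1.44, 0.44 and 0.92.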

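The hypoxia list (Hif1a, Vegfa, Slc2a1, Bnip3, Egln3, Ndrg1, Ankrd37, Adm, P4ha1 and Pfkfb3) differed between d3 post-polytrauma and d3 post-fracture by 0.39 (0.36 to 0.41), with 7 genes higher and 3 lower, by 0.02 within FAP/MP-like cells and by -0.43 with the deposited labels. The angiogenesis list (8 genes, of which Adm and Vegfa are also in the hypoxia list) differed by 0.12 (0.08 to 0.15), with 5 genes higher. It differed by -0.13 within FAP/MP-like cells and by -0.06 with the paper's score in thinned cells. The immune list (Ccl2, Ccl7, Ccl8, Ccl11, Cxcl1, Cxcl2, Cxcl5, Cxcl10, Il6 and C3) differed by 0.23 (0.21 to 0.24), with 7 genes higher, by -0.20 within FAP/MP-like cells and by -0.88 with the deposited labels. Among 1322 genes with at least 100 CPM in the higher library, Hmox1 (ENSMUSG00000005413, chromosome 8 from 75093621 to 75100589) had the highest ratio, 4.85, at 436 CPM (432 to 440) post-polytrauma and 89.8 CPM (87.9 to 91.7) post-fracture. Thbd (ENSMUSG00000074743, chromosome 2 from 148404466 to 148408188) had a ratio of 4.17 and Rarres2 (ENSMUSG00000009281, chromosome 6 from 48569696 to 48572789) of 4.01. Srxn1 (ENSMUSG00000032802, chromosome 2 from 152105516 to 152111376) and Ifi27l2a (ENSMUSG00000079017, chromosome 12 from 103442167 to 103443680) had ratios of 3.103 and 3.101. The lowest ratio, 0.120, was that of C1qtnf3 (ENSMUSG00000058914, chromosome 15 from 10952332 to 10980150). Fmod (ENSMUSG00000041559, chromosome 1 from 134037254 to 134048277) had a ratio of 0.296 and Fabp5 (ENSMUSG00000027533, chromosome 3 from 10012548 to 10016607) of 0.323. Tagln (ENSMUSG00000032085, chromosome 9 from 45929619 to 45936058) had a ratio of 0.330 and Acta2 (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590) of 0.332. Under the labels as deposited, the log2 ratio of Hmox1 was -0.19, of Thbd -0.51, of Srxn1 -1.27, of C1qtnf3 3.15, of Fmod 1.65 and of Tagln 0.88. Within FAP/MP-like cells, that of Ifi27l2a was -0.90.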

In response to polytrauma, cells expressed markers of angiogenesis, hypoxia and immune response but exhibited a lower metabolic activity and lower ECM secretion (Fig. 5g). 

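At d5, the ECM list differed between polytrauma and fracture by -0.34 (-0.34 to -0.33), with 3 genes higher and 12 lower, and by 1.43 with the deposited labels. Among 1620 genes with at least 100 CPM in the higher library, the lowest ratio of polytrauma to fracture was that of Sfrp4 (ENSMUSG00000021319, chromosome 13 from 19623104 to 19632994), 0.0225, at 5.25 CPM (4.94 to 5.58) against 233 CPM (229 to 237). Clec3b (ENSMUSG00000025784, chromosome 9 from 123150946 to 123157432) had a ratio of 0.0363. Cnmd (ENSMUSG00000022025, chromosome 14 from 79637690 to 79662170) had a ratio of 0.0387 and Matn3 (ENSMUSG00000020583, chromosome 12 from 8947929 to 8972028) of 0.0461, and Col2a1 followed at 0.0523. The highest ratio, 4.14, was that of Prg4 (ENSMUSG00000006014, chromosome 1 from 150449412 to 150466165). Il1rl1 (ENSMUSG00000026069, chromosome 1 from 40429570 to 40465415) had a ratio of 3.59 and Ndufa4l2 (ENSMUSG00000040280, chromosome 10 from 127514967 to 127517154) of 2.92. Glipr2 (ENSMUSG00000028480, chromosome 4 from 43957401 to 43979118) had a ratio of 2.70 and Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) of 2.69. Under the labels as deposited, the log2 ratio of Cnmd was 6.58, of Matn3 3.52, of Col2a1 9.20, of Il1rl1 -1.71, of Ndufa4l2 -0.42 and of Ccl2 -2.04.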

At d5 post-fracture, cells expressed high level of ECM genes, genes from TGFβ pathway and signaling pathways linked with chondrogenic differentiation (Supplementary information, Table 2). These changes were not observed at d5 post-polytrauma. Instead cells exhibited higher level of metabolic activity suggesting a delay in their activation post-injury (Fig. 5h). These results show that the fibrogenic engagement of skeletal muscle MP is a crucial step during bone repair and precedes chondrogenic differentiation. 

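From d3 to d5 post-polytrauma, the ECM list rose by 1.43 (1.42 to 1.43) with 15 of 15 genes higher, against 1.16 (1.16 to 1.16) from d3 to d5 post-fracture. The 2 time courses were not compared by a test, and the d3 and d5 libraries of polytrauma came from mice of different sex. Both d5 libraries also use another set of cell barcodes than the d3 libraries, which cannot be told apart from the day. With the deposited labels, the ECM list moved by -0.34 from d3 to d5 post-polytrauma and by -0.61 post-fracture.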

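At d5, the OXPHOS list differed between polytrauma and fracture by 0.24 (0.23 to 0.24), with 76 genes higher and 16 lower and at percentile 99.9 of the random lists. The difference was 0.42 with median-of-ratios scaling and -0.20 with the deposited labels. The glycolysis list differed by 0.57 (0.55 to 0.58), with 12 of 13 genes higher, and by -0.42 with the deposited labels. From d3 to d5 post-fracture, OXPHOS moved by -0.50 (-0.50 to -0.49) and glycolysis by -0.78 (-0.79 to -0.76). From d3 to d5 post-polytrauma, they moved by -0.20 (-0.20 to -0.19) and -0.42 (-0.43 to -0.42). The post-fracture values were -1.18 (OXPHOS) and -1.50 (glycolysis) with median-of-ratios scaling, and -0.71 and -1.69 within FAP/MP-like cells. With the deposited labels, OXPHOS moved by -0.06 and glycolysis by 0.21 from d3 to d5 post-fracture, and by 0.24 and 0.57 post-polytrauma.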

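Postn lay at 391 CPM in d3 post-polytrauma and 2590 CPM in d5 post-polytrauma, beside 1068 and 4030 CPM after fracture at the same days. Col1a1 lay at 2842 and 9940 CPM post-polytrauma and at 5312 and 22663 CPM post-fracture. Sox9 lay at 112 and 126 CPM post-polytrauma and at 90.4 and 377 CPM post-fracture. In thinned cells of d3, before Col2a1 rose, Sox9 was detected in 15.1% of post-fracture and 18.2% of post-polytrauma cells, against 9.54% at d0. The values of d3 post-polytrauma and of d5 post-fracture change places under the deposited labels.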

In polytrauma, skeletal muscle injury perturbs the commitment toward the fibrogenic fate and delays the chondrogenic differentiation of skeletal muscle MP.

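Against d0, the fibrogenic list of d3 post-polytrauma differed by -0.29 (-0.30 to -0.27), at percentile 21.5 of the random lists, while that of d3 post-fracture was higher than d0. The sign of this difference depends on the processing. It was 0.24 with median-of-ratios scaling, 0.06 without mitochondrial and ribosomal protein genes in the total, 0.05 within FAP/MP-like cells and 0.31 with the paper's score in thinned cells. With CPM, the median log2 ratio of all genes was -0.38 for d3 post-polytrauma against d0 and 0.44 for d5 against d3 post-polytrauma, and median-of-ratios scaling gave 0.08 and 0.02. The mesenchymal list differed from d0 by -0.85 (-0.87 to -0.83) in d3 post-polytrauma, at percentile 19.2. From d3 to d5 post-polytrauma, the fibrogenic list moved by 1.76 (1.75 to 1.77) and the chondrogenic list by 2.84 (2.79 to 2.89). With the deposited labels, the differences from d0 at d3 post-polytrauma were 2.16 (fibrogenic) and -0.53 (mesenchymal), and those from d3 to d5 post-polytrauma were -0.69 (fibrogenic) and -2.95 (chondrogenic). From the lower fibrogenic and chondrogenic marker expression after polytrauma, the populations present at each day and the functions of the differing genes, the paper concludes that muscle injury perturbs fibrogenic commitment and delays chondrogenic differentiation.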

**Fig. 5:**
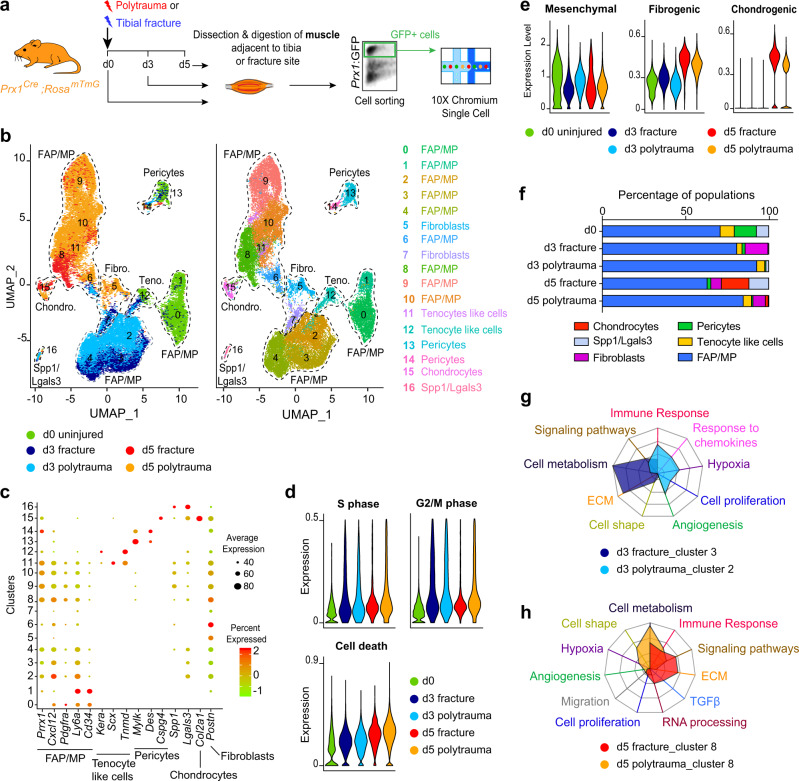
Single-cell analyses of skeletal muscle mesenchymal progenitors uncover impairment of initial fibrotic response in polytrauma. **a** Experimental design of scRNAseq experiment. Prx1-derived skeletal muscle cells were isolated at d0, d3, and d5 post-non-stabilized fracture or post-polytrauma and sorted based on GFP-expression prior to scRNAseq. **b** UMAP projection of color-coded sample (left) and clustering (right) of integrated analysis of d0, d3, and d5 post-fracture and post-polytrauma samples. Sub-populations are delimited by a black dotted line. Sample and cluster identities are indicated below and on the right, respectively. **c** Dotplot of indicated gene expression identifying FAP/MP, tenocyte-like cell, pericyte, Spp1/Lgals3, chondrocyte, and fibroblast populations. **d** Expression of S and G2/M cell cycle phases and cell death scores per sample. **e** Pseudobulk expression of mesenchymal, fibrogenic and chondrogenic lineage score in d0, d3, and d5 post-fracture and post-polytrauma samples. **f** Percentage of each cell population per sample. **g** Radar chart of enriched Gene Ontology functions in cluster 3 corresponding to d3 post non-facture and cluster 2 corresponding to d3 post-polytrauma. **h** Radar chart of enriched Gene Ontology functions in d5 post-fracture versus d5 post-polytrauma in cluster 8. Teno. tenocyte like cells, Fibro. fibroblasts, Chondro. chondrocytes.

### Skeletal muscle is the source of persistent callus fibrosis

We then analyzed the consequences of polytrauma at later stages of repair. As observed by scRNAseq analysis, the expansion of GFP+ skeletal muscle MP was detected on tissue sections at d3 post-fracture and polytrauma. By day 21 post-injury, GFP+ signal increased around the fracture callus in polytrauma compared to fracture, coinciding with the abnormal accumulation of fibrotic tissue within the callus (Fig. 6a and Fig. 4a, b). Prx1-derived MP gave rise to callus fibrosis (Fig. 6b). Moreover, EDL and periosteum grafting showed that skeletal muscle MP produce bone and fibrous tissue in the callus, while periosteal cells only form bone by day 21 (Fig. 6c). To attenuate callus fibrosis, we treated mice with the clinically approved pan-tyrosine kinase inhibitor Imatinib^®^ that among others inhibits receptor phosphorylation including PDGFR, BCR/ABL, and c-Kit^33,34^. Daily injection of Imatinib following polytrauma in a semi-stabilized fracture model reduced the volume of fibrous tissue and increased the volume of mineralized bone by d21 post-injury compared to mice treated with PBS. Imatinib treatment significantly increased bone bridging with 50% of fully healed calluses in the treated group compared to 10% in the PBS control group (Fig. 7). Imatinib treatment was also beneficial in the non-stabilized fracture model by accelerating cartilage and bone resorption and decreasing the volume of fibrous tissue at d21 compared to control (Supplementary Fig. 10). Although we cannot exclude the impact of Imatinib treatment on other cell types beside Prx1-derived muscle resident cells, the results show that callus fibrosis originating for skeletal muscle can be decreased pharmacologically to improve bone repair after musculoskeletal trauma.

**Fig. 6:**
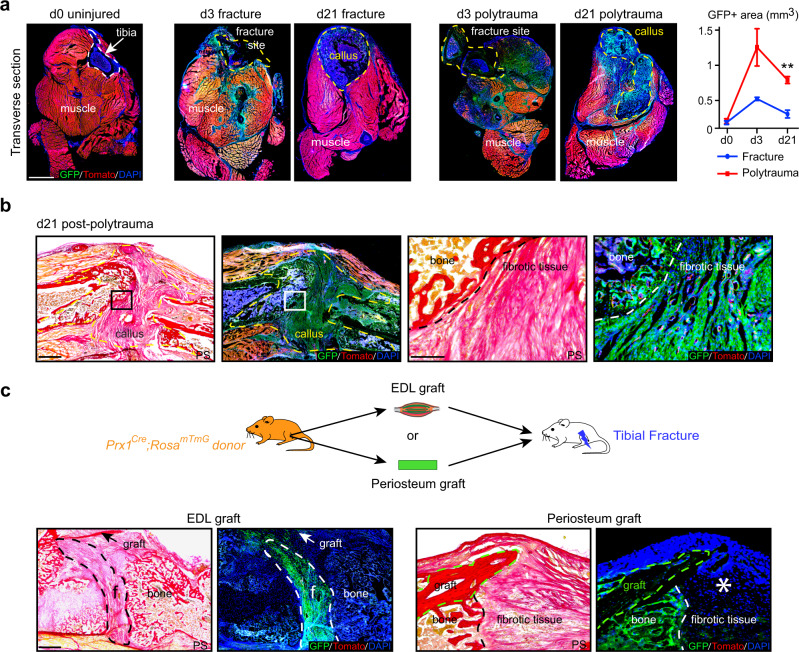
Callus fibrosis is produced by skeletal muscle mesenchymal progenitors in polytrauma. **a** Left, Transverse sections of hindlimb from *Prx1*^*Cre*^*;Rosa*^*mTmG*^ mice at day 0 (tibia bone delimited by a white dotted line), day 3 or d21 post-non-stabilized fracture or post-polytrauma (fracture site at d3 post-injury and callus at d21 post-injury delimited by yellow dotted line). Representative images of three distinct samples. Right, Quantification of GFP+ area within skeletal muscle (callus excluded) on transverse sections of hindlimb of *Prx1*^*Cre*^*;Rosa*^*mTmG*^mice at d0 (uninjured), d3 and d21 post-fracture and post-polytrauma (d0 *n* = 4, d3 post-fracture *n* = 3, d3 post-polytrauma *n* = 3, d21 post-fracture *n* = 4 and d21 post-polytrauma *n* = 3). Exact *p*-value calculated with *t* test with two-sided Welch correction: 0,0013. Scale bar: 0.5 mm. **b** Left. Longitudinal sections of fracture callus at day 21 post-polytrauma in *Prx1*^*Cre*^*;Rosa*^*mTmG*^ mice stained with Picrosirius (PS) and adjacent sections counterstained with DAPI (callus delimited by a dotted line). Right, High magnification of boxed areas (dotted lines mark the limit between bone and fibrotic tissue). **c** Top: Experimental design of EDL muscle or periosteum grafts from *Prx1*^*Cre*^*;Rosa*^*mTmG*^ mice transplanted at the fracture site of wild type hosts after polytrauma. Bottom: Longitudinal callus sections stained with PS and adjacent sections counterstained with DAPI at day 21 showing presence of GFP+ cells derived from EDL muscle graft in fibrotic tissue (delimited with a white dotted line) and presence of GFP+ cells derived from periosteum graft (delimited with a green dotted line) in bone but absence in fibrotic tissue (asterisk). **a**–**c** Representative images of three independent experiments. DAPI in blue, GFP in green, Tomato in red. f fibrotic tissue. **b**–**c** scale bars: low magnification:1 mm, high magnification: 300 μm. All data represent mean ± SD.

**Fig. 7:**
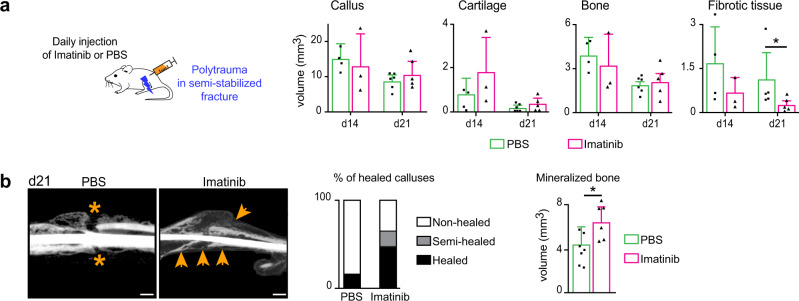
Imatinib decreases callus fibrosis and improves fracture healing after polytrauma. **a** Daily injection of Imatinib^®^ (50 mg/kg/day) or vehicle (PBS) after polytrauma in semi-stabilized tibial fracture. Histomorphometric analyses of total callus, cartilage, bone, and fibrotic tissue volumes of PBS-treated and Imatinib-treated mice at days 14 and 21 (d14 PBS-treated *n* = 4, d14 Imatinib-treated *n* = 3, d21 PBS-treated *n* = 6, d21 Imatinib-treated *n* = 5) (Exact *p*-value calculated with two-sided Mann–Whitney test: Fibrotic tissue d21: 0.0317). **b** Representative micro-CT images of fracture calluses in PBS-treated and Imatinib-treated mice. Absence of bone bridging in PBS-treated mice (orange asterix) and presence of bone bridging in Imatinib-treated mice (orange arrow). Quantification of healed and non-healed calluses at d21 post-treatment (PBS-treated *n* = 7, Imatinib-treated *n* = 6). Quantification of mineralized bone volume (right) (PBS-treated *n* = 7, Imatinib-treated *n* = 6) (Exact *p*-value using two-sided Mann–Whitney test: Mineralized bone d21: 0.0303). **b**: Representative images of three independent experiments. scale bars: 1 mm. All data represent mean ± SD.

## Discussion

In this study, we uncover that skeletal stem/progenitor cells from multiple tissue origins cooperate to repair bone. These skeletal stem/progenitor cells reside not only in bone (bone marrow, periosteum) but also in adjacent skeletal muscle and are all derived from a common Prx1-derived mesenchymal lineage. Previous work supported that cellular contribution of skeletal muscle to bone repair was observed in specific conditions, i.e. periosteal stripping, and that non-skeletal mesenchymal stromal cells lacked chondro-osteogenic properties^11,19,35^. Our results exclude the endogenous cellular contribution of the myogenic lineage during bone repair in vivo but demonstrate the direct contribution of Prx1-derived skeletal muscle MP to cartilage and bone during bone repair. These skeletal muscle MP localize within skeletal muscle interstitium and overlap with FAP/MP population. This reveals unknown functions of FAP/MP as a heterogeneous and plastic population of cells that can adapt their fate according to the environment^3,19,25^. Using scRNAseq analyses, we show that within skeletal muscle MP, the FAP/MP population is distinct from pericytes, tenocyte-like and Spp1/Lgals3 populations and is the most responsive to bone injury. Skeletal muscle MP also express markers previously identified for skeletal stem/progenitor cells in bone^4,28–31^. Given the diversity and heterogeneity of MP, further analyses will be required to clarify the similarities and functionalities between mesenchymal progenitors located in skeletal muscle and bone.

After fracture, we show that skeletal muscle MP adopt a fibrogenic fate within 3 days post-injury associated with marked up-regulation of ECM genes. During this transient fibrogenic state, skeletal muscle MP express the master regulator of chondrogenesis *Sox9* but are not engaged into a chondrogenic fate until day 5 post-fracture. Interestingly, lineage tracing showed that skeletal muscle MP are recruited at the fracture site between day 5 and day 7, indicating that they are already committed to chondrogenesis within muscle tissue before migrating at the center of the callus. Skeletal muscle MP preferentially engage in the chondrogenic lineage in the early stages of callus formation and later give rise to osteoblasts through the endochondral ossification process. Endochondral ossification is required for bone repair highlighting the important role of skeletal muscle as a direct contributor to bone healing. Impairment of this cellular contribution from skeletal muscle may cause delayed bone healing in disease conditions or in trauma.

In a polytrauma environment, scRNAseq analyses reveal that activation of skeletal muscle MP into the transient fibrogenic state is impaired and cells fail to undergo chondrogenesis. At later stages of repair, damaged skeletal muscle adjacent to the bone fracture is responsible for fibrous tissue accumulation within the facture callus, interfering with fracture consolidation. This fibrotic phenotype caused by injured skeletal muscle is independent of the mechanical environment of the fracture as we observed similar results using non-stabilized and semi-stabilized fracture models. Skeletal muscle surrounding bone thus drives the fibrotic response and fibrotic remodeling during bone repair. Fibrosis is a dynamic process common to many tissue regeneration processes beginning with an initial phase of fibrotic response required for resident stem/progenitor cell activation and followed by active fibrotic remodeling necessary for completion of tissue regeneration^36–38^. In other regenerative processes, fibrotic progenitors are resident cell populations distinct from tissue-specific stem/progenitor cells^21,39–41^. In bone regeneration, we find that fibrotic progenitors are recruited from adjacent skeletal muscle after polytrauma and are derived from the same pool of progenitors that will undergo chondrogenesis. Several molecular therapies have been developed to treat fibrosis. Treatment using Imatinib^®^, a pan-inhibitor of PDGFR, BCR/ABL, and c-Kit signaling pathways, ameliorates the late stages of bone repair in our polytrauma model suggesting potential applications of Imatinib^®^ in orthopedics. However, due to pleiotropic effects of Imatinib, other more specific kinase inhibitors and anti-fibrotic drugs may be further developed for therapeutic use. Overall, our findings have wide implications in musculoskeletal health, as they bring additional knowledge on the role muscle plays during bone repair and define skeletal muscle MP as a prime target to enhance bone repair and prevent pathological fibrosis.

## Methods

Further information and requests for resources and reagents should be directed to and will be fulfilled by Colnot Céline ()

### Mice

C57BL/6ScNj, *beta-actinGFP* (*GFP*), *Prx1*^*Cre*^, *Pax7*^*CreERT2*^*, Rosa-tdTomato-EGFP* (Rosa^*mTmG*^*)* and *Rosa*^*YFP*^ mice were obtained from Jackson Laboratory (Bar Harbor, ME) and maintained on a C57BL6/J background. Mice were bred and kept under controlled pathogen conditions in separated ventilated cages with controlled humidity an ambient temperature, with 12:12-hour light:dark cycles and free access to food and water in the animal facilities of IMRB, Creteil and Imagine Institute, Paris. All experiments were performed in compliance with procedures approved by the Paris Est Creteil and Paris University Ethical Committees. Animals used for all experiments were males or females 10–14-week-old and experimental groups were homogeneous in terms of animal gender and age. No specific randomization methods were used. Sample labeling allowed blind analyses.

### Tamoxifen injection

To induce Cre recombination, Tamoxifen (TMX, T5648, Sigma) was prepared at a concentration of 10 mg/mL diluted in corn oil, heated at 60 °C for 2 h and injected intraperitoneally (3 injections, 300 μL per injection). *Pax7*^*CreERT2*^;Rosa^*mTmG*^ mice were injected with Tamoxifen at days 7, 6, and 5 before fracture.

### Tibial fractures and polytrauma

In this study, two tibial fracture models were employed, (i) a non-stabilized fracture model in which the endochondral ossification process is predominant and better represents the contribution of skeletal muscle to bone healing, and (ii) a semi-stabilized fracture model, that also involves endochondral ossification and is more clinically relevant. For all surgical procedures, mice were anesthetized with an intraperitoneal injection of Ketamine (50 mg/mL) and Metedomidine (1 mg/kg) and received a subcutaneous injection of Buprenorphine (0.1 mg/kg) for analgesia. The right leg was shaved and cleaned using Vetidine soap and solution (VET 001, Vetoquinol). For non-stabilized fractures, the tibial surface was exposed, and the bone was cut to create the fracture via osteotomy. For semi-stabilized fractures, tibial fracture was first induced in the mid-diaphysis as described above. A pin was placed in the medullar cavity of the tibia from the knee to the ankle to stabilize the fracture site. For polytrauma, the skin was incised and skeletal muscles surrounding the tibia were separated from the bone. Mechanical injury to skeletal muscles, including *tibialis anterior* (TA), *tibialis posterior*, *extensor digitorum longus* (EDL), *soleus*, *plantaris*, *gastrocnemius* muscles surrounding the tibia, was applied by compressing the muscles for 5 s along their entire length using a hemostat in a standardized and reproducible procedure. Tibial non-stabilized or semi-stabilized fracture was then created in the mid-diaphysis by osteotomy as described above. For skeletal muscle injury only, the same procedure was applied without bone fracture. For partial skeletal muscle injury, the same procedure was performed by compressing the TA and EDL muscles only prior to fracture. At the end of the procedure, the skin was sutured using non-resorbable sutures (72-3318, Harvard Apparatus). Mice were revived with an intraperitoneal injection of atipamezole (1 mg/mL), kept on heated plate, and were allowed to ambulate freely. Mice received two supplementary doses of analgesia within 24 h post-surgery and were monitored daily.

### Imatinib treatment

After polytrauma injury, mice received daily intraperitoneal injections of Imatinib^**®**^ (50 mg/kg/day, Selleckchem, STI571) or vehicle (PBS) from the day of fracture until sacrifice.

### EDL skeletal muscle transplantation

Host mice received either a fracture or a polytrauma injury as described above. Donor mice were sacrificed by cervical dislocation and EDL muscle was dissected from tendon to tendon. The EDL muscle was transplanted adjacent to the fracture site at the time of fracture. EDL proximal tendon was sutured to the host patellar tendon and distal tendon was sutured to the host peroneus muscle tendon using non-resorbable sutures (FST, 12051-08). The skin was then sutured as described above. When fracture was induced one month after EDL muscle grafting, EDL muscle was first grafted as described above along the tibia without fracture. One month later, after skin incision, the tibial fracture was performed as described above via osteotomy after carefully separating the grafted EDL muscle and the bone.

### Isolation of skeletal muscle cells and cell transplantation

*Prx1*^*Cre*^*;Rosa*^*mTmG*^ mice were sacrificed by cervical dislocation. Skin and fascia were removed. TA, EDL, *tibialis posterior*, *plantaris, gastrocnemius*, and *soleus* muscles surrounding the tibia were dissected from tendon to tendon avoiding periosteum or bone marrow cell contamination. In a Petri dish with 1 mL of DMEM medium (21063029, Invitrogen), tendons and fat were removed, and skeletal muscles were minced using scissors. Skeletal muscles were transferred in 3 mL of digesting medium containing DMEM (21063029, Invitrogen), 1% Trypsin (210234, Roche), 1% collagenase D (11088866001, Roche) and incubated in a water bath at 37 °C for 2 h. Every 20 min individualized cells were removed and transferred into ice-cold growth medium containing αMEM (32561029, Life Technologies) with 1% penicillin–streptomycin (P/S, 15140122, Life Technologies), 20% lot-selected non-heat-inactivated fetal bovine serum (FBS, 10270106, Life Technologies) and 10 ng/ml bFGF (3139-FB-025/CF, R&D) and fresh digesting medium was added to the undigested tissue. This step was repeated until all skeletal muscle was digested. Cells were then filtered through 100 μm filters (352360, Dutscher) and 40 μm filters (352340, Dutscher), centrifuged 10 min at 300×*g* and resuspended in 3 mL of growth medium.

For cell sorting, skeletal muscle cells were resuspended in 1 mL of sorting medium containing DMEM medium (21063029, Invitrogen) with 2% of FBS and 1% of P/S. Cell viability marker Sytox blue (1/1000, S34857, Thermofischer) was added just before sorting. Cell sorting was performed on BD FACS Aria II SORP (BD Biosciences) and cells were collected in growth medium. For cell transplantation, 150,000 freshly sorted skeletal muscle cells were embedded in TissuCol^**®**^ kit TISSEEL (human fibrogen 15 mg/mL and thrombin 9 mg/mL, Baxter, France) according to manufacturer’s instructions^5^. Open fracture was performed as described above and cell pellets were implanted at the fracture site at the time of fracture.

### Micro-computed tomography analysis

Samples were imaged using X-ray micro-CT device (Quantum FXCaliper, Life Sciences, Perkin Elmer, Waltham, MA). The X-ray source was set at 90 kV and 160 μA. Tridimensional images were acquired with a field of view of 10 mm and an isotropic voxel size of 20 μm. Full 3D high-resolution raw data were obtained by rotating both the X-ray source and the flat panel detector 360 around the sample using DataViewer64 software v1.5.2.4 (Bruker microCT, Hamburg, Germany). The volume of mineralized bone in callus was quantified by delimitating the callus area excluding the cortices using CTan software v1.17.7.2 (Bruker, Hamburg, Germany). Callus bridging was determined as the number of bridged cortices on the dorsal and ventral sides, in the sagittal and longitudinal axes. A fracture was considered to be fully healed when cortices bridged at 3 or 4 sites; semi-healed when cortices bridged at 2 sites and non-healed when cortices bridged at 1 or 0 site.

### Callus sample processing, histology, and histomorphometric analyses

Mice were sacrificed by cervical dislocation and fractured tibias were harvested at days 3, 5, 7, 14, 21, 28, or 56 post-surgery according to the experiment. Samples were fixed 24 h in 4% PFA (15714, Euromedex) and decalcified in 19% EDTA (EU00084, Euromedex) for 21 days at 4 °C upon agitation. Samples with endogenous expression of fluorescent reporter proteins were incubated in sucrose 30% at 4 °C over night and then embedded in OCT (F/62550-1, MMFrance). All other samples were embedded in paraffin. All samples were sectioned throughout the entire callus and consecutive sections were collected. Tissue sections from paraffin-embedded samples were incubated in NeoClear^®^ (1098435000, VWR) for 2 × 5 min and rehydrated in successive baths of 100%, 90%, and 70% ethanol and then rinsed in PBS for 5 min. Frozen sections were dried at room temperature for 30 min and rehydrated in PBS for 10 min. After staining, sections were dehydrated in 70%, 90%, 100% ethanol for 3 min each and in NeoClear^®^ for 10 min. Slides were mounted using NeoMount^®^ mounting medium (1090160100, VWR).

#### Safranin’O staining

Nucleus were stained with Weigert’s solution of 5 min. Slides were next rinsed with tap running water for 3 min and then stained into 0.02% Fast Green for 30 sec (F7252, Sigma), followed by 30 sec into 1% acetic acid. To detect proteoglycan within cartilage, slides were stained with safranin’O solution for 45 min (S2255, Sigma).

#### Masson’s trichrome staining

Sections were stained with Harris haematoxylin (dilution ½) for 5 min (F/C0283, MMFrance), rinsed in running tap water 5 min, then dyed with Mallory red for 10 min, rinsed for 5 min and then differentiated into phosphomolybdic acid 1% for 10 min (HT153, Sigma). Collagen fibers were stained with light green for 20 min (720-0335, VWR) and fixed into acetic acid 1%.

#### Picrosirius staining

Sections were stained in PicroSirus solution (0.1 g of Direct Red 80, 43665-25G, Sigma diluted into 100 mL of saturated solution of picric acid, 80456, Sigma) for 2 h at room temperature, protected from light.

For histomorphometric analyses, every 30th section throughout the entire callus was stained with Safranin’o, Masson’s Trichrome, Picrosirius or counterstained with DAPI to visualize GFP signal and pictured using a Zeiss Imager D1 AX10 light microscope (Carl Zeiss Microscopy GmbH)^5^. Areas of callus, cartilage, bone, fibrosis, and GFP signal were determined using ZEN software v1.1.2.0 (Carl Zeiss Microscopy GmbH) and volumes were calculated via the following formula: Volume =  $$\frac{1}{3}h{\sum }_{1}^{n-1}({Ai}+A\left(i+1\right)+\sqrt{{Ai}* A\left(i+1\right)})$$ where *Ai* and *Ai* + 1 were the areas of callus, cartilage, bone, fibrosis or GFP signal in sequential sections, *h* was the distance between *Ai* and *Ai* + 1 and equal to 300 µm, *n* was the total number of sections analyzed in the sample.

### Skeletal muscle sample processing and analyses

TA skeletal muscle samples were harvested at specific time points, fixed for 3 h in PFA 4%, incubated in sucrose 30% for 2 h and embedded in OCT for cryosection. Sections were collected in the center of the muscle.

#### Haematoxylin–Eosin staining

Slides were stained with hemalun for 3 min, rinsed in running tap water for 1 min, stained with eosin for 1 min (6766009, Thermo Fischer Scientific), then rinsed in water and pictured using a Zeiss Imager D1 AX10 light microscope (Carl Zeiss Microscopy GmbH).

### GFP quantification

Tibial samples from *Prx1*^*Cre*^;Rosa^*mTmG*^ mice were processed as described above for cryosection and were transversally embedded in OCT. Every fifth transverse section was collected in the middle of the diaphysis of uninjured tibia, at the fracture site day 3 post-fracture or in the center of the callus at day 21 post-fracture. Sections were counterstained with DAPI (eBiosciences, 495952). Entire transverse sections were pictured using Spinning Disk (Carl Zeiss Microscopy GmbH) and GFP signal was quantified within skeletal muscle excluding callus area using ZEN software v1.1.2.0 (Carl Zeiss Microscopy GmbH).

For GFP signal quantification of GFP-EDL muscle graft contribution, area of fibrous callus, endochondral bone and intramembranous bone were defined based on cell morphology and GFP+ cells were manually counted in each area every 10th slide through the entire callus. Number of GFP+ cells in each area was then normalized over the total number of GFP+ cells.

### Immunofluorescence

GFP and Tomato signals were detected without immunofluorescence staining. Cryosections were dried at room temperature for 30 min, rehydrated in PBS for 10 min and then mounted with Fluoromount (eBiosciences, 495952)^5^.

For calluses samples, paraffin-embedded sections were deparaffinized and rehydrated as described above. For Periostin immunofluorescence, sections were blocked in 5% donkey serum for 1 h and incubated in goat anti-periostin antibody (1/400, ref AF2955 R&D) diluted in 5% donkey serum in PBS (D9663, Sigma) over-night at 4 °C. Sections were then washed in PBS 3 × 5min, incubated with donkey anti-goat AF488 antibody (1/250, A11055, Invitrogen) diluted in 5% donkey serum then rinsed with PBS for 10 min and mounted using Fluoromount. For PDGFRα immunofluorescence, antigen retrieval was performed using sodium citrate buffer at 95 °C for 20 min. Slides were then cooled down in sodium citrate buffer on ice for 20 min, rinsed in PBS 2 × 10min and then incubated in blocking solution containing 5% normal goat serum (NGS, Ab7481, Abcam), 0.5% Triton (T8787, Sigma) in PBS for 1 h. Sections were washed in PBS 3 × 5min and incubated with goat anti-PDGFRα antibody (1/200, ref AF1062 R&D) diluted in blocking solution over-night at 4 °C. Sections were then washed in PBS 3 × 5 min, incubated with donkey anti-goat AF488 antibody (1/250, A11055, Invitrogen) diluted in blocking buffer then rinsed with PBS for 10 min and mounted using Fluoromount.

For COLX, OSX, and S100b immunofluorescence, cryosections were dried at room temperature for 30 min and then rehydrated 15 min in PBS. Sections were then blocked for 30 min in blocking buffer PBS-Triton 0.25–5% NGS and incubated with rabbit anti-COLX (1/200, ref ab58632 Abcam), rabbit anti-OSX (1/400, ref ab22552 Abcam), or rabbit anti-S100b (1/200, ref Z0311, Agilent) for 45 min at room temperature. Slides were then washed in PBS 3 × 5 min and incubated with goat anti-rabbit AF647 (1/250, A21245, LifeTechnologies) or goat-anti-rabbit AF546 (1/250, A11010, Invitrogen), respectively, diluted in blocking buffer for 45 min at room temperature. Slides were then washed in PBS 3 × 5 min and mounted using Fluoromount. Samples were pictured using a Zeiss Imager D1 AX10 light microscope (Carl Zeiss Microscopy GmbH).

For skeletal muscle samples, cryosections were dried for 30 min at room temperature protected from light and then rehydrated for 10 min in PBS. For anti-NG2, anti-PDGFRα, and anti-PDGFRβ immunofluorescence, cryosections were post-fixed in PFA 4% for 5 min, rinsed 3 × 5 min in 0.5% Triton in PBS, blocked in 5% NGS and 0.5% Triton diluted in PBS and incubated over night at 4 °C with primary antibody: rabbit anti-NG2 (1/50, AB5320, Merck), goat anti-PDGFRα (1/200, AF1062, R&D), or rabbit anti- PDGFRβ (1/200, ab32570, Abcam). Slides were rinsed in PBS 3 × 5 min and then incubated for 1 h at room temperature in goat anti-rabbit AF647 (1/250, 21245, Life Technologies) or donkey anti-goat AF647 (1/500, ref ab150135 Abcam). Slides were mounted with Fluoromount (ref 495952, eBiosciences). For anti-CD29 immunofluorescence, cryosections were post-fixed in PFA 4% for 10 min, washed for 2 × 5 min in PBS, permeabilized in PBS-Triton 0.25%, blocked in 1% BSA for 15 min (A2153, Sigma) and incubated with goat anti-mouse CD29 (1/50, 026202, R&D) overnight at 4 °C. Slides were next rinsed and incubated in donkey anti-goat AF647 (1/500, ab150135, Abcam). Slides were mounted with Fluoromount. All pictures were obtained using a LSM700 confocal microscope (Carl Zeiss Microscopy GmbH) and processed with ImageJ v2.1.0.

For anti-αSMA immunocytofluorescence, cells were washed with PBS and fixed in PFA 4% for 15 min, rinsed in PBS, permeabilized in PBS–Triton 0.25%, blocked in 5% NGS, incubated with anti-αSMA-Cy5 (1/400, ref AC12-0159-11, clone 1A4, Clinisciences) for 1 h and mounted with Fluoromount. Pictures were taken using a Zeiss Axio Vertical A1 light microscope (Carl Zeiss Microscopy GmbH).

### Flow cytometry

For flow cytometry analysis, skeletal muscle cells were incubated with CD31-PECy7 (1/400, PECAM-1, 561410, BD Biosciences), CD45-PECy7 (1/400, leukocyte common antigen, Ly-5, 552848, BD Biosciences), CD11b-PECy7 (1/400, integrin αM chain, 552850, BD Biosciences), CD34-AF700 (1/400, 560518 BD Biosciences), Sca1-BV650 (1/400, 740450, BD Biosciences), CD29-APC (1/400, 130-102-557, Miltenyi Biotec), PDGFRα-BV711 (1/200, 740740, BD Biosciences), and PDGFRβ-APC (1/200, 17-1402-80, Invitrogen) for 15 min on ice protected from light. Cells were then washed by adding 1 mL of sorting medium and centrifuged for 10 min at 300×*g*. Supernatant was trashed and cell pellets were resuspended in 200 µL of sorting medium and Sytox blue (1/1000, S34857, Thermofisher) was added just before analysis. Compensation beads (01-2222-42, Thermo Fischer) were used for initial compensation set up and FMO controls were used to determine background level of each color. Analyses were performed on BD LSR Fortessa X-20 using BD FACS Diva Software v8 (BD Biosciences) and results analyzed using FlowJo, LLC software, v10.5.3. Gating strategy used for analyses is available in Supplementary Fig. 4b.

### In vitro differentiation

After cell sorting, Prx1-derived skeletal muscle cells were expanded in six-well plates to allow in vitro differentiation.

For adipogenic differentiation, sub-confluent cells were placed into adipogenic medium containing αMEM supplemented with 10% FBS, 0.1 μg/ml insulin (I3536, Sigma), 100 μM indomethacin (I7378, Sigma), 0.5 mM 3-isobutyl-1-methylxantine (I5879, Sigma), and 0.1 μM dexamethasone (D8893, Sigma). Medium was changed every 3 days for 2 weeks. Lipid droplets were stained with Oil Red O solution (O0625, Sigma) and nuclei with Harris haematoxylin solution (F/C0283, MMFrance). For osteogenic differentiation, cells at confluence were cultured in osteogenic medium containing αMEM supplemented with 10% FBS, 0.1 μM dexamethasone, 0.2mM L-ascorbic acid (A8960, Sigma), and 10 mM glycerol 2-phosphate disodium salt hydrate (G9422, Sigma). Medium was changed every 3 days for 3 weeks. Mineralization was revealed with 0.2% alizarin red staining (A5533, Sigma). For chondrogenic differentiation, cells were plated as micromass at a concentration of 5 × 10^5^ cells in 200 μL of growth media. 2 h later, growth medium was replaced by chondrogenic medium corresponding to DMEM with 10% FBS with 0.1 μM dexamethasone, 100 μg/mL sodium pyruvate (P5280, Sigma), 40 μg/mL l-proline (P0380, Sigma), 50 μg/mL l-ascorbic acid, 50 mg/mL Insulin-Serine-Transferase (I1884, Sigma), and 10 ng/mL TGFβ1 (T7039, Sigma). After 3 days, cartilage matrix was stained with alcian blue (A5268, Sigma). For myogenic differentiation, Prx1-derived muscle cells were plated at 1000 cells per cm^2^ and induced with myogenic medium containing F10 (31550-02, Life Technologies), 2% horse serum (26050088, Life Technologies) and 1% P/S for 3 days. For fibrogenic differentiation, cells were grown until sub-confluence and induced to fibrogenic differentiation with DMEM high-glucose (10566016, Life Technologies) with 10% FBS, 1% P/S, and TGF-β1 at 1 ng/mL. All pictures were obtained with a Leica DM IRB light microscope.

### RTqPCR analyses

Prx1-derived skeletal muscle cells at 80% of confluence were dissociated using trypsin, pelleted for 10 min at 300×*g* and frozen at −80 °C. RNA extraction was performed with RNAeasy Kit (74134, Qiagen) following manufacture’s instructions. Amount of RNA was quantified using NanoDrop 2000 UV–Vis spectrophotometer (Thermo Scientific). 500 μg of RNA were used to synthetize cDNA. RNAs were mixed with 1 μL of oligo_12–18_ (18418-012, Life Technologies) and 1 μL 10 mM dNTP Mix (18427-013, Life Technologies) and heated at 65 °C for 5 min and left on ice for 1 min. Next, 4 μL 5× first-strand buffer, 1 μL 0.1 M DTT, 1 μL Superscript III RT^®^ (18080-044, Life Technologies), and 1 μL RNaseOUT^®^ (10777-019, Life Technologies) were added and incubated at 50 °C for 1 h. The reaction was inactivated by heating at 70 °C for 15 min. qPCR mix was composed by 1 μL of primers, 4 μL of RNAse free H_2_O, 10 μL of SYBR green Master Mix (11744-100, Life Technologies), and 5 μL of cDNA. qPCR reaction was performed using 7300 Real-Time PCR System v.1.3.1 (Thermofischer Scientific). Mouse *Gapdh* was used as internal calibrator. qPCR analyses were done following ΔΔCT methods on Excel v14.7.3. Primers sequences are provided in the supplementary information, Table 3.

### Single-cell RNAseq analyses

Prx1-derived skeletal muscle cells were isolated as described above from *Prx1*^*Cre*^*;Rosa*^*mTmG*^ d0 mice (un-injured), at day 3 post non-stabilized fracture, day 3 post-polytrauma, day 5 post non-stabilized fracture or day 5 post-polytrauma. Two mice were used per sample and only skeletal muscle was dissected. Periosteum and bone marrow were not collected. The scRNAseq libraries were generated using Chromium Single Cell 3’Library & Gel Bead Kit v.2 (10× Genomics) according to the manufacturer’s protocol. Briefly, cells were counted, diluted at 1000 cells/µL in PBS + 0.04% FBS and 20,000 cells were loaded in the 10× Chromium Controller to generate single-cell gel-beads in emulsion. After reverse transcription, gel-beads in emulsion were disrupted. Barcoded complementary DNA was isolated and amplified by PCR. Following fragmentation, end repair and A-tailing, sample indexes were added during index PCR. The purified libraries were sequenced on NovaSeq 600 (Illumina) with 26 cycles of read 1, 8 cycles of i7 index and 98 cycles of read 2.

#### Data preprocessing

Fastq files from the scRNA 10X libraries were processed using the CellRanger Count pipeline with its default parameters (v5.0.1). Reads were aligned against the mm10 reference genome. The RNA data quality control and downstream analysis were performed using the Seurat R package (v3.0.2) and the standard Seurat v3 integration workflow.

#### Aggregate sample generation

We generated aggregate sample to compare d0, d3 post-fracture, d5 post-fracture, d3 post-polytrauma, and d5 post-polytrauma in a common dataset. Aggregate sample was generated according to cell ranger aggr pipeline in order to remove batch effect due to sequencing depth.

#### Seurat analysis

Seurat v3.1.2 and Rstudio v1.2.1335 were used for analysis of scRNA-seq data^42,43^. Cells expressing between 350 and 8000 genes and expressing <20% of mitochondrial gene were retained for analysis, genes expressed in <5 cells were not taken into account. Clustering was performed using the first 20 principal components with 0.5 as resolution and clusters were visualized using UMAP projection. Integrated analysis of d0, d3, and d5 post-fracture was performed using top 2000 features and the 20 first principal components with a resolution set at 0.5. Differentially expressed genes were determined using Wilcoxon rank sum test with *P*-value < 0.05. For Gene Ontology (GO) analyses, differentially expressed genes were used to find enriched functions using Enrich R software (https://amp.pharm.mssm.edu/Enrichr/)^44,45^. GO functions including <5 genes and with adjusted *P*-value > 0.05 were excluded. GO functions were classified manually into global functions and the percentage of each function across all the functions found was plotted into radar graph as represented in the figure.

#### Monocle analysis

Monocle3 v0.2.3.0 was used for pseudotime analysis of FAP/MP of d5 post-fracture sample. Cells were ordered in a semi-supervised manner on the basis of Seurat clustering. Starting point corresponds to the highest expression of *Ly6a* and *Cd34* genes.

#### Cell cycle analysis

Cell cycle analysis was performed using Cell Cycle Regression vignette from Seurat package.

#### Lineage analysis

Signature score was calculated for each cell as arithmetic mean of the expression of the associated genes in each cell (Supplementary information, Table 1) and implemented as metadata in Seurat object.

#### Integration with available data

Our dataset was integrated with databases from Giordani et al. ^25^, Wilder-Scott et al. ^23^ and Tabula Muris^26^ using the Seurat v3 package and standard workflow with 20 dimensions and 0.5 as resolution.

### Statistical analyses

Data are presented as mean ± s.d. and were obtained from at least two independent experiments and *n* represents the number of samples used for the analysis. Statistical significance was determined with two-sided Mann–Whitney test or *t*-test with Welch correction and reported from GraphPad Prism v6.0a. Differences were considered to be significant when *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Data that support findings of this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE164573. Data from accession number GSE110878, GSE110038, and form Tabula Muris Consortium (https://tabula-muris.ds.czbiohub.org/) were used in Supplementary Fig. 5. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

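Single-cell RNA sequencing (scRNAseq) of GFP+ Prx1-derived cells sorted from hindlimb muscle was analysed in 5 libraries: d0 (uninjured), d3 and d5 after non-stabilized fracture, and d3 and d5 after polytrauma. Each library was pooled from 2 mice and each condition has 1 library, so no difference between conditions was tested and no p-value is given. No replicate check of any value was possible. The authors aligned reads to mm10 and counted them with Cell Ranger (5.0.1 in the methods, 3.1.0 in the header of the deposited matrices). They deposited raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization. The lowest total per barcode is 500 UMIs. Together the libraries hold 34439 barcodes and 482990194 UMIs. Each matrix lists the same genes by Ensembl identifier, of which 30934 (99.6%) were found in GENCODE M21 for GRCm38, which gave positions.

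The conditions of 2 libraries were taken from the paper's cell numbers and not from the deposited labels. The library labelled d5 post-fracture was used as d3 post-polytrauma, and the library labelled d3 post-polytrauma as d5 post-fracture. The paper's source data for Supplementary Fig. 6a list 2001 cells for d5 post-fracture, and the library labelled d3 post-polytrauma holds 2001 barcodes, while the library labelled d5 post-fracture holds 6915. For d3 post-polytrauma the source data for Fig. 5f list 6202 cells, more than the library of that label holds. This assignment was first made from the sizes of the deposited barcode lists, an indirect estimate of their numbers, and the exact numbers were counted afterwards. Each comparison was also computed with the conditions as deposited.

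Barcodes with 350 to 8000 detected genes and under 20% of UMIs on mitochondrial genes were retained (32547 cells), as in the paper's methods. Possible doublets were called with Scrublet in scanpy 1.11.5 and kept, since the paper's text names no doublet removal, and they were left out as an alternative. The automatic threshold of Scrublet called 45 barcodes at d0 and 4 or fewer in each other library, where the highest scores were taken instead at a rate of 0.8% per 1000 cells. Clusters were computed in R 4.3.3 with Seurat 5.3.0 (the paper names 3.1.2) from genes in at least 5 cells, 2000 variable genes, 20 principal components and a resolution of 0.5, separately for d0, for d0, d3 and d5 post-fracture after anchor integration, and for all 5 libraries merged. The paper's aggregation step, which equalises depth on reads, was not repeated. In both combined clusterings the genes used for naming were left out of the variable genes. A cluster took a type's name only with at least 3 of its markers in at least 10% of cells and above the mean of the other clusters, and with no other type ahead by share of markers or among the 10 leading genes. The name fibroblast was dropped where another type also qualified, and clusters with a depth under 0.333 of their library and no leading marker stayed unnamed. The naming rule was revised after clusters had been seen. The pair Spp1 and Lgals3 has too few genes for a name under this rule. No cluster of the main clusterings took the name of the endothelial, myogenic, erythroid, osteoblast or adipocyte lists.

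Barcodes found in more than 1 library were marked as shared unless they held at least 10 times the UMIs they held in the other library, a factor set after the data were seen. Shared barcodes were kept and were left out as an alternative chosen after seeing the data. They made up 469 retained cells of d0, 476 of d3 post-fracture, 56 of d5 post-fracture, 511 of d3 post-polytrauma and 934 of d5 post-polytrauma.

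For gene levels, UMIs were summed over the retained cells of a library and scaled to a common total for all genes (CPM), with exact Poisson 95% intervals. A list level is the mean of log2(CPM + 1) over the list, with intervals from 2000 Poisson draws. Percentiles rank the median log2 ratio of the list's genes with a mean of at least 1 CPM, and not the mean difference, among 10000 random lists matched on expression. For shares of cells, 2000 UMIs were drawn without replacement from each cell with at least as many, and exact (Clopper-Pearson) binomial 95% intervals were computed. Intervals cover counting error only. A share of 0 is given with the upper limit of its exact interval or with the limit that 3 counts allow. Cell-cycle phases were scored with 43 S-phase and 54 G2/M genes. The ordering of d5 post-fracture cells used diffusion pseudotime in scanpy with 15 neighbours and 20 principal components, since Monocle3 was not available. Unnamed clusters with a depth under 0.75 of their library were left out of it, a limit set after seeing the data. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

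The lists of genes, the comparisons, the alternatives and the rule for naming single genes were fixed before the data were examined. The mesenchymal, fibrogenic and chondrogenic lists hold genes that the paper's text names, which the study chose on these libraries, and the osteogenic, ECM, hypoxia, angiogenesis, immune, glycolysis and stress lists came from general knowledge. The OXPHOS (93 genes) and ribosomal (105 genes) lists were chosen by gene name. Of the ECM list, 5 of 15 genes are fibroblast markers of the paper, and all 5 osteogenic genes are also the osteoblast markers. Beyond genes that the paper or a list names, the 5 highest and 5 lowest ratios of CPM were named in each of 3 comparisons, among genes with at least 100 CPM in the higher library and 10 UMIs in the lower. The ranking was tested on simulated counts with 200 changed genes in each of the 3 comparisons. For d3 post-polytrauma to d3 post-fracture (1221 genes), d5 post-polytrauma to d5 post-fracture (1442 genes) and d3 post-fracture to d0 (1329 genes), 10 of 10 named genes were those changed most, with median errors of 0.0092, 0.0104 and 0.0177 on the log2 scale. Apart from the changed genes, the simulated libraries differed by counting error only. The simulation therefore does not cover variation between mice or libraries.

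The alternatives were all deposited barcodes, doublets left out, CPM without mitochondrial and ribosomal protein genes, median-of-ratios scaling, a pseudocount of 10, FAP/MP-like cells only, the paper's score in thinned cells, the deposited labels, thinning to 1000 or 4000 UMIs or none, other criteria for chondrocyte markers, the chondrogenic list without Sox9, resolutions of 0.3 and 0.8, naming markers kept among the variable genes and merging without integration. The gene ontology analysis, the integration with published datasets, the clustering with cell cycle regression and Supplementary Tables 1 and 2 were not used here. Some lists and genes that were computed are not reported here.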

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

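The tests of chance sharing, of the origin of the shared barcodes, of Ddx3y and Cd74 in the cluster with raised Spp1 and Lgals3, of sex, of free hematopoietic RNA and of the cell cycle behind the mesenchymal differences were chosen only after the result was seen.

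A signal that the paper does not analyse was the overlap of cell barcodes between libraries. The 2 d5 libraries had 944 barcodes in common. The number that chance would give is not known, since the barcode list of these libraries is not. Over all 944, the median ratio of UMIs in d5 post-fracture to those in d5 post-polytrauma was 48.4, and 888 had at least 10 times more in d5 post-fracture. Among the 888, 886 (99.8%) had in d5 post-polytrauma a profile most correlated with the same barcode in d5 post-fracture, against 0.113% by chance, which argues against chance sharing for these. The shared barcodes of d5 post-polytrauma had Xist at 494 CPM, against 0.152 CPM in the other cells of that library, whose mice were male. This is consistent with molecules of d5 post-fracture cells counted in the d5 post-polytrauma library. The step at which this happened was not tested. Between d0, d3 post-fracture and d3 post-polytrauma, 349 barcodes were found in all 3 libraries. By pairs, 354 of 405 (d0 and d3 post-fracture), 359 of 525 (d0 and d3 post-polytrauma) and 463 of 508 shared barcodes (both d3 libraries) differed less than 10 times in UMIs.

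The clusters with raised Spp1 and Lgals3 and few UMIs per cell overlapped with these barcodes. Of the d3 post-fracture cells in such a cluster of the fracture clustering, 87.5% had shared barcodes, against 1.72% of the other cells. Shared barcodes made up 97.4% of d0, 56.8% of d3 post-fracture and 66.5% of d3 post-polytrauma cells in the cluster of all 5 libraries. In the cluster of all 5 libraries, the 1688 cells of d0 and of both d3 libraries held 18 UMIs of Ddx3y, a gene of the Y chromosome, against 1 in all other cells of these libraries, which came from female mice. This was a signal outside the genes that the paper discusses. Free or admixed RNA of hematopoietic cells stays open. Cd74 stood to Lyz2 at 0.0364 (17 to 467 UMIs) in the cluster and at 1.03 in the hematopoietic-like cluster, but the hematopoietic-like cells of d5 post-fracture in the fracture clustering held 1 UMI of Cd74 to 141 of Lyz2, so the ratio varies among such cells and decides nothing. The values are consistent with molecules of cells from another library, male cells included, as the source of many of these barcodes. Which library or sample that would be remains open. For d5 post-fracture, 76.3% of the cells in the fracture cluster were not shared, so a population of that kind stays open there as a biological explanation, which was not tested. It stays open too for the d3 cells of the cluster of all 5 libraries whose barcodes were not shared.

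The sex of the mice was a signal outside the genes the paper discusses. Outside the shared barcodes, Ddx3y lay at 60.6 CPM in d5 post-polytrauma and at 0.0717 CPM in d5 post-fracture. Every difference between the d5 libraries therefore cannot be told apart from a difference between the sexes, since each group is 1 library. The shared barcodes are argued against as the cause of the list differences at d5, since the fibrogenic difference was -0.70 without them and -0.69 with them.

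Hematopoietic genes such as Lyz2 and Cd74 were a signal outside the genes that the paper discusses. The hematopoietic-like cluster held 122 cells of d3 post-polytrauma and also had raised Spp1 and Lgals3. The paper's source data of Fig. 5f list a cluster of like size, with 99 cells of d3 post-polytrauma, so these cells may belong to a population that the paper reports. Cd74 was detected in 51.6% of these 122 cells (42.4 to 60.8) and in 3.19% of the other d3 post-polytrauma cells, and Lyz2 in 78.7% and 5.98%. Both genes served to name the cluster, so these shares decide nothing on their own. Free RNA spread over droplets is argued against, since 62 retained d3 post-polytrauma cells, named or not, held at least 10 UMIs of Lyz2, against 0.0000023 expected if its 3613 UMIs were spread evenly over the 6727 cells. For Tyrobp, which did not serve for naming, 65 cells did. Doublets of such cells with sorted cells are argued against for the cluster as a set, since its median UMIs per cell were lower. At d3 post-polytrauma the medians were 3365.5 in the cluster and 15141 in the other cells, and at d3 post-fracture 2525 and 17012. At d5 they were 4510 and 15143 post-polytrauma and 4313 and 29824.5 post-fracture, and at d0 2416 and 3329.5. Hematopoietic cells that passed the sort, fragments of them and other cells that express such genes stay open and were not tested.

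The difference between polytrauma and fracture had opposite directions at d3 and d5 for 4 lists, and with 1 library per group the difference between the days was not tested. One of them, the angiogenesis list, was 0.12 at d3 and -0.08 at d5, small values of which the d5 one changed sign under median-of-ratios scaling (0.099). The other 3 lists kept their signs there. The OXPHOS list differed by -0.060 at d3 and 0.24 at d5, the immune list by 0.23 and -0.60, and the mesenchymal list by 0.59 and -0.63. For OXPHOS at d5, another share of UMIs on ribosomal and mitochondrial genes is argued against as the cause, since the difference was 0.31 without these genes in the total. The d3 value of OXPHOS is small and its sign changed under that setting. For the mesenchymal list, the cell cycle is argued against, since within cells in G1 the difference was -0.77 at d5 and 0.50 at d3. The opposite directions did not hold under every alternative. With the paper's score the d5 difference of the immune list was 0.058. Within FAP/MP-like cells the d3 difference was -0.13 for the mesenchymal and -0.20 for the immune list, but these clusters are named by the mesenchymal genes themselves and hold 306 cells of d3 post-fracture, 238 of them in a cluster with 3422 cells of d3 post-polytrauma, so these 2 values decide nothing. The sex of the mice and the delay that the study proposes for polytrauma stay open for all 4 lists, and for the immune list no technical explanation was tested.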

How the results depend on the processing

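Leaving out shared barcodes was added to the alternatives only after the data had been seen. No paired analysis was possible because each condition has 1 library. With no replicates, a value counted as changed when it left its 95% counting interval, which is narrow at this depth. The cause of the changes below was not tested unless named. Across 137 results and 1001 alternatives, 495 values stayed within their interval, 448 moved beyond it in the same direction and 58 changed sign. Of 160 alternatives of the 19 main results, 69 stayed, 80 moved and 11 changed sign. The further lists gave 112, 181 and 34 of 327, named genes 90, 107 and 13 of 210, and population shares 220, 80 and 0 of 300. A share cannot change sign, so this 0 was fixed in advance. The 4 values of the ordering stayed within their intervals. Their only alternative left out shared barcodes. Of the 56 such d5 post-fracture cells, 49 lay in a cluster that the ordering already excluded, so this tests little.

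The assignment of the 2 exchanged libraries changed the most signs. Under the labels as deposited, the chondrogenic difference of d5 against d3 post-fracture was -0.83 (4.96 by the paper's cell numbers), and the fibrogenic differences were -0.94 for d5 against d3 post-fracture and -0.29 for d5 post-fracture against d0. Between polytrauma and fracture at d3, the deposited labels gave 0.92 for the mesenchymal list, 1.51 for fibrogenic, 4.96 for chondrogenic, 1.16 for ECM, -0.50 for OXPHOS, -0.43 for hypoxia, -0.88 for immune and -0.78 for glycolysis. At d5 they gave 1.76 for fibrogenic, 2.84 for chondrogenic, 1.43 for ECM, -0.20 for OXPHOS, -0.42 for glycolysis and -0.54 for hypoxia. Signs also changed for osteogenic (1.89 at d3 and 1.004 at d5), ribosomal (-0.65 and -0.48), stress (0.74 and 0.61) and angiogenesis (0.061 at d5), for fibrogenic at d3 post-polytrauma against d0 (2.16), for ECM (-0.61) and glycolysis (0.21) at d5 against d3 post-fracture and, at d5 against d3 post-polytrauma, for fibrogenic (-0.69), chondrogenic (-2.95), ECM (-0.34), OXPHOS (0.24) and glycolysis (0.57). The log2 ratios of genes at d3 were -0.19 for Hmox1, -0.51 for Thbd, -1.27 for Srxn1, 3.15 for C1qtnf3, 1.65 for Fmod and 0.88 for Tagln, and at d5 -1.71 for Il1rl1, -0.42 for Ndufa4l2, -2.04 for Ccl2, 6.58 for Cnmd, 3.52 for Matn3 and 9.20 for Col2a1. The chondrocyte marker share of d5 post-fracture was 0, and the differences in the share of cells in S or G2/M were -28.5 percentage points at d3 and -5.31 at d5. The sign changes here follow from which libraries are compared.

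With cells of FAP/MP-like clusters only, the difference of d3 post-fracture against d0 was -0.86 for the mesenchymal and 0.82 for the fibrogenic list, and that of d5 against d3 post-fracture was 3.14 for the chondrogenic list. Between polytrauma and fracture at d3 it was -0.13 (mesenchymal, a change of sign), -0.78 (fibrogenic), -0.46 (ECM), -0.082 (OXPHOS) and 0.022 (hypoxia), and at d5 -0.41 (fibrogenic), -1.18 (chondrogenic), -0.15 (ECM) and 0.26 (OXPHOS). Signs also changed for the osteogenic list of d5 post-fracture against d0 (0.26), for fibrogenic at d3 post-polytrauma against d0 (0.045), for angiogenesis (-0.13) and immune (-0.20) at d3 and for the log2 ratio of Ifi27l2a at d3 (-0.90). These clusters held 306 cells of d3 post-fracture and 3425 of d3 post-polytrauma. The cause was not tested.

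With the paper's score averaged over cells thinned to 2000 UMIs, the mesenchymal difference of d3 post-fracture against d0 was -0.41, the fibrogenic 0.90 and the chondrogenic of d5 against d3 0.55. Between polytrauma and fracture it was 0.24 (mesenchymal), -0.59 (fibrogenic), -0.38 (ECM), -0.072 (OXPHOS) and 0.048 (hypoxia) at d3, and -0.34 (fibrogenic), -0.47 (chondrogenic), -0.089 (ECM) and 0.092 (OXPHOS) at d5. The sign changed for the osteogenic list of d5 post-fracture against d0 (0.013), for fibrogenic at d3 post-polytrauma against d0 (0.31), for angiogenesis at d3 (-0.058) and d5 (0.046) and for immune (0.058) at d5. The score is on another scale, so sizes are not comparable.

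Without mitochondrial and ribosomal protein genes in the total, the differences of d3 post-fracture against d0 were -1.17 (mesenchymal) and 0.93 (fibrogenic), and that of d5 against d3 was 4.90 (chondrogenic). Between polytrauma and fracture they were 0.66 (mesenchymal), -0.87 (fibrogenic), -0.54 (ECM), 0.0096 (OXPHOS, a change of sign) and 0.47 (hypoxia) at d3, and -0.62 (fibrogenic), -2.90 (chondrogenic), -0.27 (ECM) and 0.31 (OXPHOS) at d5. Median-of-ratios scaling gave, in the same order, -0.87, 1.23 and 4.32 within fracture, then 0.55, -0.99, -0.65, -0.10 and 0.35 at d3, and -0.49, -2.74, -0.14 and 0.42 at d5. The fibrogenic difference of d3 post-polytrauma against d0 changed sign under both (0.058 and 0.24), and the angiogenesis difference at d5 under the latter (0.099). A scaling shifts all lists of a comparison alike. The median log2 ratio of all genes went from 0.18 with CPM to 0.03 with median-of-ratios scaling for d5 post-fracture against d0.

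With a pseudocount of 10, the values were -1.36 for mesenchymal at d3 post-fracture against d0, 3.73 for chondrogenic at d5 against d3 post-fracture, and at d3 between polytrauma and fracture 0.56 (mesenchymal), -0.92 (fibrogenic), -0.60 (ECM), -0.082 (OXPHOS) and 0.25 (hypoxia). At d5 they were -2.52 (chondrogenic) and 0.22 (OXPHOS). Without Sox9, the chondrogenic differences were 5.94 within fracture and -3.41 between polytrauma and fracture at d5. With all deposited barcodes, the fibrogenic list gave 0.67 at d3 post-fracture against d0 and -0.67 at d5 between polytrauma and fracture, and the chondrogenic list -2.998 there. Without doublets the last was -2.88. Without shared barcodes the d5 differences were -0.70 (fibrogenic) and -3.01 (chondrogenic).

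The share of cells with chondrocyte markers depends on depth and criterion. For d5 post-fracture and d5 post-polytrauma it was 52.1% and 4.07% without thinning, 11.1% and 1.45% at 1000 UMIs, 20.4% and 1.42% at 4000 UMIs, 20.7% and 1.68% for Col2a1 alone, and 2.99% and 0.208% for all 3 markers, each time higher in d5 post-fracture. The difference in cells in S or G2/M at d5 was 15.6 percentage points without thinning and 17.7 at 1000 UMIs. A resolution of 0.3 gave 7 clusters of d0 cells. Depth limits statements on d0 most, where 1479 of 5367 cells had too few UMIs to be thinned to 2000.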

Differences from the paper's values

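For d0, the paper reports 8% tenocyte-like cells from its integration with published datasets. In the clustering of d0 alone, 2.66% of the 5367 retained d0 cells were tenocyte-like, so the populations differ and no direction is drawn. An unnamed cluster of 326 d0 cells (6.07%) also had Scx, Tnmd and Kera raised, so the share depends on the naming too. Among the alternatives set before the data were examined, resolutions of 0.3 and 0.8 gave 8.76% and 7.49%, and leaving out doublets gave 8.70%. These lie near the paper's 8%, while all deposited barcodes gave 2.51%.

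For d3 post-fracture, the paper's source data place 85.7% of 6229 cells in FAP/MP clusters, and 11.6% of 6086 retained cells were FAP/MP-like. Another 61.6% lay in unnamed clusters, 28.0% in a cluster led by cell division genes, so the share depends on the rebuilt names. None of the alternatives set before the data were examined closed the gap: 11.3% and 12.4% at resolutions of 0.3 and 0.8, 11.7% without doublets, 10.9% with all barcodes, 10.8% with naming markers kept and 1.20% without integration. For d5 post-fracture, the paper's share is 70.3% of 2001 cells, and 20.5% of 1752 retained cells were FAP/MP-like. Merging without integration gave 56.3%, which narrows the gap without closing it. Resolutions of 0.3 and 0.8 gave 20.4% and 22.0%. Leaving out doublets gave 20.7%, all barcodes 18.1% and naming markers kept 19.9%.

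For fibroblasts at d3 post-fracture, the paper's source data give 1.14% of 6229 cells, and 21.1% of 6086 retained cells were fibroblast-like. No alternative set before the data were examined closed the gap, with 43.3% and 20.3% at resolutions of 0.3 and 0.8, 26.2% without doublets, 21.6% with all barcodes, 22.1% with naming markers kept and 27.7% without integration. At d5 post-fracture, the paper's share is 11.8% of 2001 cells, and 28.9% of 1752 retained cells were fibroblast-like. The alternatives gave 40.8%, 27.4%, 31.9%, 27.2%, 29.5% and 0.400% in the same order, and none closed the gap.

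For the chondrocyte cluster of Fig. 5f, the paper's source data list 230 cells of d5 post-polytrauma, and 78 retained cells were chondrocyte-like. A resolution of 0.8 (210 cells), leaving out doublets (212), all deposited barcodes (232) and naming markers kept (223) came near the paper's number. A resolution of 0.3 (1074 cells) did not. All were set before the data were examined.

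The paper states that proliferation and cell death did not differ between fracture and polytrauma. A cell death list of 10 genes differed little between polytrauma and fracture. The difference was 0.0061 (-0.034 to 0.045) at d3 and 0.074 (0.038 to 0.113) at d5, at percentiles 33.2 and 67.0 of the random lists. The share of cells in S or G2/M phase was 54.0% in d5 post-polytrauma and 32.6% in d5 post-fracture. At d3 it was 59.3% and 61.1%, a difference of -1.77 percentage points (-3.58 to 0.034), and without thinning 47.3% (46.1 to 48.5) and 50.3% (49.0 to 51.6). The paper describes lower metabolic activity at d3 post-polytrauma from gene ontology terms of selected clusters. Over all retained cells, the glycolysis list was higher there, by 0.21 with 13 of 13 genes higher, while the OXPHOS list differed by -0.06. The paper places the expression of mesenchymal and fibrogenic markers mostly in FAP/MP at d0, d3 and d5. FAP/MP-like clusters held most mesenchymal UMIs at d0 (89.9%) and d5 (56.2%) and 19.4% at d3, and 52.8% of the fibrogenic UMIs at d0, 11.3% at d3 and 26.0% at d5. These shares depend on the rebuilt names too. The paper places the chondrocyte population at d5 post-fracture. Chondrocyte markers were also found in 129 of 11517 thinned cells of d5 post-polytrauma.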

Other observations

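The tests of the exchanged labels, of the barcode lists and of depth behind the share of cells in S or G2/M were chosen only after the result was seen.

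The exchange of 2 deposited labels was tested as a hypothesis. In the library that the paper's cell numbers call d5 post-fracture, Col2a1 lay at 1523 CPM, against 0.135 CPM in the library labelled so, and the paper reports chondrocytes at d5 post-fracture. This is consistent with exchanged labels. Because Col2a1 served to weigh the labels, its level is no independent evidence for chondrocytes at d5 post-fracture. The authors' own records were not available.

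The d5 libraries use another set of cell barcodes than the d0 and d3 libraries. Of the barcode starts in d5 post-fracture, 9.02% were in common with d0, and 9.84% of those in d5 post-polytrauma, against 100% between d0 and the d3 libraries and 88.4% between the d5 libraries. Another library kit or version at d5 is a candidate explanation for part of the separation of d5 cells from d0 and d3 cells (9.02%). It cannot be told apart from the day, because both d5 libraries and no other have it. The same holds for every list or gene difference between a d5 library and a d0 or d3 library. Differences between polytrauma and fracture within d5 are not affected by this split.

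Further hypotheses concern the comparisons at the claims. The fall of the mesenchymal list at d3 post-fracture could come from proliferating cells, but within cells in G1 the difference from d0 was -1.11, against -1.43 over all thinned cells, which argues against proliferation as the main cause. The hypoxia difference at d3 between polytrauma and fracture was 0.44 within cells in G1, which argues against the cell cycle. The chondrocyte marker share of d5 post-polytrauma was 1.04% without the shared barcodes, against 0.0186% in d3 post-fracture, which argues against molecules of d5 post-fracture cells as its only source. Sex, day and injury stay open.

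The share of cells in S or G2/M at d5 differed by 21.4 percentage points between polytrauma and fracture with every cell thinned to 2000 UMIs and by 15.6 without thinning, which argues against more UMIs per cell as the cause. A difference in the pace of the response, in sex or in the cells captured may lie behind the 21.4 points, and none of these was tested.

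Some lists belong at no claim. Between polytrauma and fracture, the ribosomal list differed by 0.12 (0.11 to 0.12) at d3 and 0.29 (0.29 to 0.30) at d5. A stress list of early response genes (Fos, Fosb, Jun, Junb, Egr1, Atf3, Hspa1a and Hspa1b) differed by -0.72 (-0.73 to -0.71) at d3 and -0.85 (-0.86 to -0.83) at d5, and by -2.35 (-2.36 to -2.34) between d3 post-fracture and d0. The hypoxia list differed by 0.28 (0.24 to 0.31), the angiogenesis list by -0.08 (-0.12 to -0.04) and the osteogenic list by -0.95 (-1.004 to -0.904) at d5. The osteogenic list differed by -0.07 (-0.13 to -0.02) at d3. With the deposited labels, the differences between polytrauma and fracture had the opposite sign for each of these lists.

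Between d3 post-fracture and d0, among 1645 genes with at least 100 CPM in the higher library, the highest ratios were those of Slpi (76.4), Il1rl1 (51.4), Cxcl5 (39.6), Fabp5 (38.6) and Birc5 (36.2). Low ratios were those of Inmt (0.00766), Myoc (0.00843), Myh11 (0.00986) and Abca8a (0.0101).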
